# Transcription of MERVL retrotransposons is required for preimplantation embryo development

**DOI:** 10.1038/s41588-023-01324-y

**Published:** 2023-03-02

**Authors:** Akihiko Sakashita, Tomohiro Kitano, Hirotsugu Ishizu, Youjia Guo, Harumi Masuda, Masaru Ariura, Kensaku Murano, Haruhiko Siomi

**Keywords:** Embryogenesis, Epigenomics, Functional genomics, Gene regulation

## Abstract

Zygotic genome activation (ZGA) is a critical postfertilization step that promotes totipotency and allows different cell fates to emerge in the developing embryo. MERVL (murine endogenous retrovirus-L) is transiently upregulated at the two-cell stage during ZGA. Although MERVL expression is widely used as a marker of totipotency, the role of this retrotransposon in mouse embryogenesis remains elusive. Here, we show that full-length MERVL transcripts, but not encoded retroviral proteins, are essential for accurate regulation of the host transcriptome and chromatin state during preimplantation development. Both knockdown and CRISPRi-based repression of MERVL result in embryonic lethality due to defects in differentiation and genomic stability. Furthermore, transcriptome and epigenome analysis revealed that loss of MERVL transcripts led to retention of an accessible chromatin state at, and aberrant expression of, a subset of two-cell-specific genes. Taken together, our results suggest a model in which an endogenous retrovirus plays a key role in regulating host cell fate potential.

## Abstract (web summary)

MERVL transcripts, but not MERVL-encoded proteins, are essential for mouse preimplantation development. Depletion of MERVL RNA perturbs early lineage specification and leads to increased chromatin accessibility at, and transcription of, two-cell-specific genes.

## Main

Fertilization and early preimplantation development are processes in which unipotent gametes unite and acquire totipotency (Fig. 1a). After fertilization, embryos undergo zygotic genome activation (ZGA), a process that is widely conserved in vertebrates^1–3^. ZGA involves a transcriptional burst of hundreds to thousands of two-cell-specific genes. At this point, gene expression switches from a maternal to zygotic program^2,4^. ZGA occurs in two distinct waves called minor and major ZGA^5^. In mice, minor ZGA occurs from S phase in the zygote to G1 phase in the early two-cell stage embryo, whereas the major wave occurs during the second round of DNA replication at the middle-to-late two-cell stage^6,7^. Both waves of ZGA are critical for the embryo to acquire developmental competence^6,8^. However, the molecular events that drive ZGA and lead to acquisition of totipotency and developmental competence are still enigmatic.

**Fig. 1:**
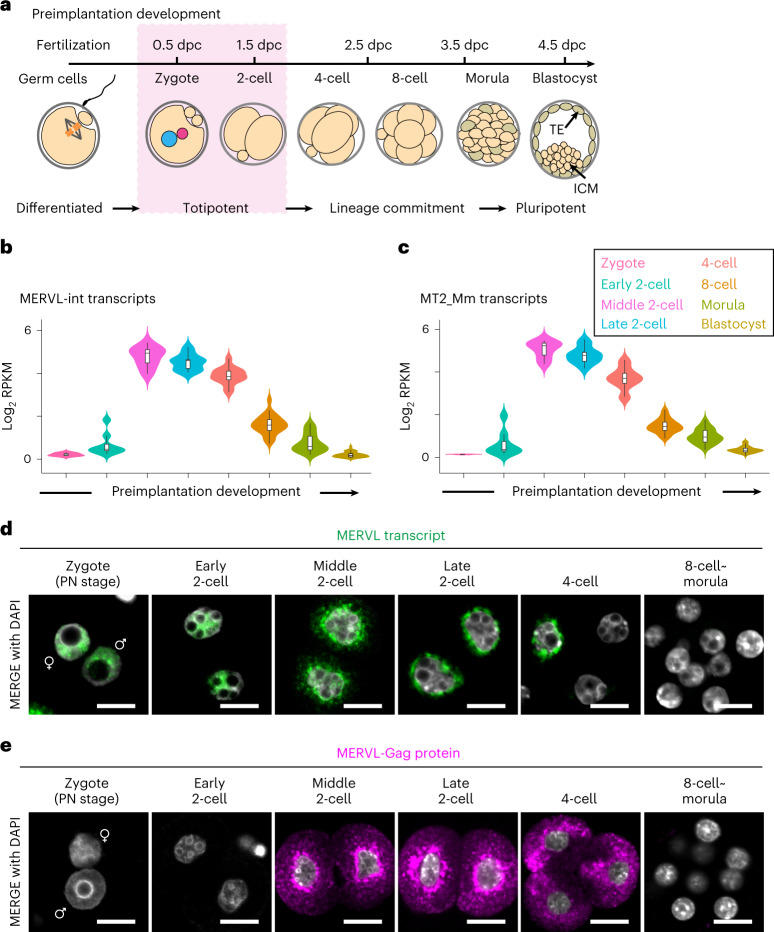
MERVL RNA exhibits dynamic nuclear-cytoplasmic expression during early stages of mouse preimplantation development. **a,** Schematic of mouse preimplantation development. Totipotency is restricted to early-stage development (that is, zygote and two-cell stages). Blastomeres gradually transition to a pluripotent state from the four-cell stage onward and develop into a blastocyst consisting of inner cell mass (ICM) and trophectoderm (TE) before implantation in the uterus at 4.5-days postcoitum (dpc). **b**,**c**, Violin plots showing the log_2_-transformed reads per kilobase of exon per million reads mapped (log_2_RPKM) values of MERVL-int (b) and its LTR promoter, MT2_Mm (c) during preimplantation development. Each plot encompasses box plot; central bars represent medians, box edges indicate 50% of data points and the whiskers show 90% of data points. **d**, Representative images of smFISH for MERVL RNA with 4,6-diamidino-2-phenylindole (DAPI) counterstain during preimplantation development, from four independent experiments. Scale bars, 20 µm. ♀, female pronucleus (PN); ♂, male PN. **e**, Representative images of immunofluorescence staining for MERVL-Gag protein with DAPI counterstain during preimplantation development, from six independent experiments. Scale bars, 20 µm. ♀, female PN; ♂, male PN. Data for panels in **b** and **c** are available as source data. Source data

Approximately 40% of the mouse genome is occupied by transposable elements (TEs), mobile genetic elements of which ~10% are endogenous retrovirus (ERV)^9^. Notably, the expression of murine endogenous retrovirus with leucine transfer RNA primer binding site (MERVL) is specifically activated at the two-cell stage concomitant with ZGA^10–12^. Recently, the transcription factor DUX, which is expressed during minor ZGA, was documented as an upstream regulator that activates two-cell genes and MERVL^13–15^. Furthermore, the MERVL long terminal repeat (LTR) promoter drives a subset of two-cell genes and generates chimeric transcripts with the host genes^12^. The above findings suggest that DUX/MERVL may activate an early transcriptional network that is required for ZGA and totipotency.

In 2012, Macfarlan et al. found that a rare transient cell population (~1%) in mouse embryonic stem cell (ESC) and induced pluripotent stem cell cultures expresses high levels of MERVL and two-cell genes without expression of pluripotent inner cell mass (ICM) maker genes, such as *Pou5f1* (also known as *Oct4*), *Sox2* and *Nanog*^12^. MERVL expression has been used as a marker for totipotent cells, as MERVL^+^ cells can commit to both embryonic and extraembryonic lineages after injection into recipient embryos at the eight-cell and morula stages^12,16,17^.

Despite the above findings, the function of MERVL itself remains unclear. Here, we overcome technical limitations in interrogating TE functions and analyze the role of MERVL in preimplantation development. We found that depletion of MERVL transcripts resulted in embryonic lethality due to defects in early lineage specification and genome stability, demonstrating that MERVL is essential for mouse preimplantation development.

## Results

### MERVL exhibits distinct localization in mouse embryos

To understand the dynamics of MERVL expression, we first analyzed publicly available single-cell RNA-sequencing (scRNA-seq) datasets from each blastomere at eight representative stages of preimplantation development^18^ (Fig. 1a). To define regions of nonredundant MERVLs in mouse genome, we used RepeatMasker to annotate the genome for unique interspersed internal regions of MERVL (MERVL-int, *n* = 1,426) and LTR promoters of the MERVL (MT2_Mm, *n* = 2,366). The expression of MERVL and its LTR promoter culminated in the middle of the two-cell stage and then gradually decreased until blastocyst stage (Fig. 1b,c).

We also set out to investigate the expression and localization of MERVL transcripts in preimplantation embryos using single-molecule fluorescence in situ hybridization (smFISH). Interestingly, smFISH revealed that MERVL expression is detectable in the nuclei from zygotes and early two-cell stage embryos in which polyadenylated MERVL mRNA cannot be detected (Fig. 1b,d). Afterwards, MERVL RNA gradually translocated from the nucleus at middle two-cell stage onward and was highly restricted to the cytoplasm by late two-cell stage (Fig. 1d). These changes in MERVL transcript localization were consistent with increased MERVL protein levels during the middle two-cell stage (Fig. 1e). These observations raise the possibility that nuclear MERVL transcript has distinct roles in gene regulation in the early stages of preimplantation development compared to cytoplasmic MERVL transcript, leading us to investigate MERVL function further.

### MERVL-KD results in embryonic lethality

Inconsistencies regarding the early embryonic phenotypes of MERVL knockdown (KD) in previous studies^11,19,20^, led us to re-examine the KD effects of MERVL on preimplantation development. To this end, we developed specific antisense oligonucleotides (ASOs) that target interspersed MERVL copies (Fig. 2a and Extended Data Fig. 1a,b). After predicting the genome-wide target sites of individual ASOs using BLASTn, we confirmed that 46.9% (*n* = 669/1,426) of MERVL copies were targeted by at least one ASO with up to two mismatches allowed (Extended Data Fig. 1c). Subsequently, we confirmed that our ASO sequences efficiently targeted full-length MERVL (≥5 kb, n = 377/556, 67.8%), by combining three independent anti-MERVL ASOs (Extended Data Fig. 1d). We experimentally validated the KD efficiency of each ASO using a recently developed ESC-based in vitro system (Extended Data Fig. 1e and Methods)^21^ in which MERVL expression was drastically reduced at both the mRNA and protein levels (Extended Data Fig. 1f–h). Injection of each ASO into the male pronucleus of zygotes also leads to substantial reduction of MERVL RNA signal at the late two-cell stage (Extended Data Fig. 2a). Because we noted that cocktail of three independent ASOs increased MERVL-KD efficiency (Fig. 2b and Extended Data Fig. 2), mixed ASOs (1:1:1 = 20 µM) were used in subsequent experiments.

**Fig. 2:**
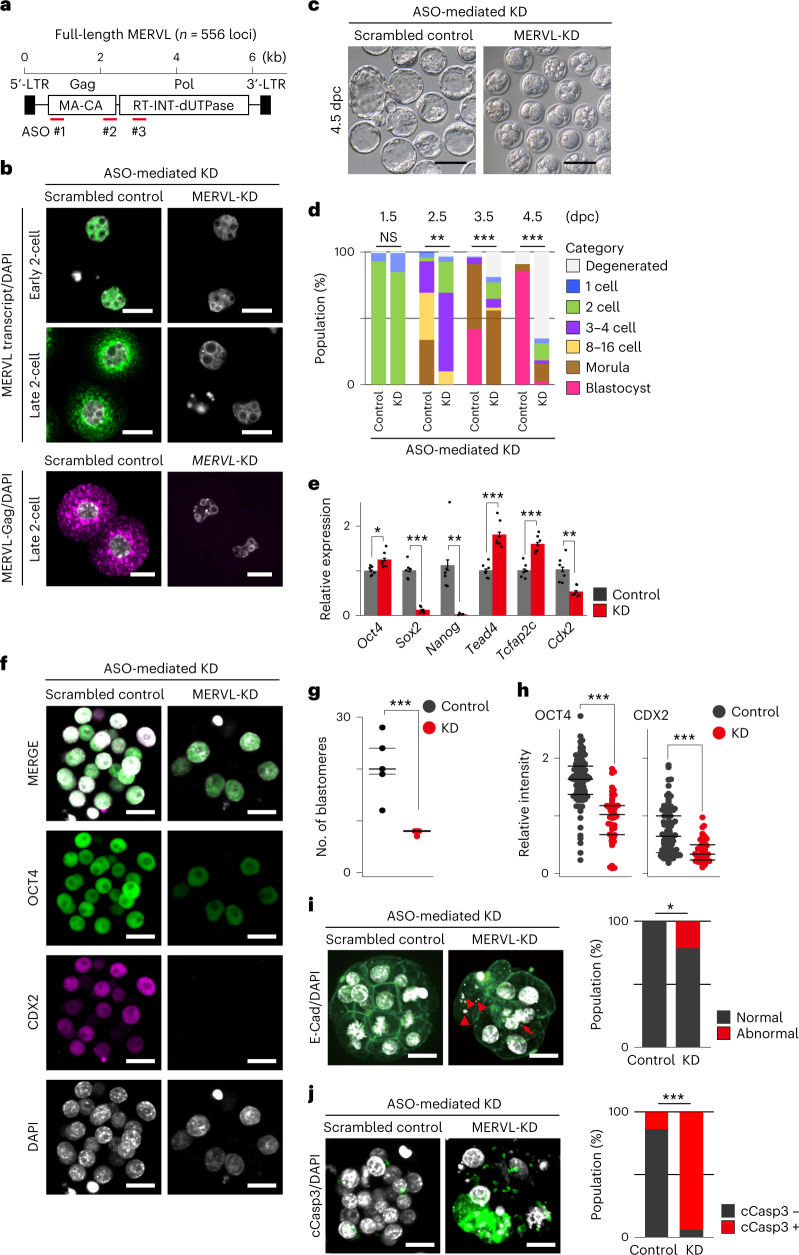
MERVL plays a critical role in early lineage specification and maintaining genomic stability of preimplantation embryos. **a**, Schematic of full-length MERVL, indicating the positions of ASOs. **b**, Representative images of smFISH for MERVL RNA (green) with DAPI counterstain (gray) in control and MERVL-KD embryos at early and late two-cell stages, from six independent experiments (top). Representative images of immunofluorescence staining for MERVL-Gag protein (pink) with DAPI counterstain (gray) in control and MERVL-KD embryos at late two-cell stage, from three independent experiments (bottom). Scale bars, 20 µm. **c**, Representative phase-contrast images of 4.5 dpc blastocysts in control and MERVL-KD, from four independent experiments. Scale bars, 100 µm. **d**, Percentage of embryos by stages of development in control (*n* = 84) and MERVL-KD (*n* = 104). NS, not significant; **P < 0.01; ***P < 0.001, chi-square test. **e**, Expressions of ICM- and TE-associated genes, as measured by qRT-PCR in control and MERVL-KD morula at 3.5 dpc. Bars show means with standard error of the mean (s.e.m.). Dots represent biological replicates (*n* = 6). *P < 0.05, **P < 0.01, ***P < 0.001, two-tailed unpaired *t*-tests. **f**, Representative images of immunofluorescence staining for OCT4 and CDX2 with DAPI counterstain in control and MERVL-KD morula at 3.5 dpc, from three independent experiments. Scale bars, 20 µm. **g**,**h**, Dot plots showing the total number of blastomere per embryo and relative intensity for OCT4 and CDX2 per nucleus in control and MERVL-KD morula at 3.5 dpc, normalized to DAPI signal. Central bars represent medians, and the top and bottom lines encompass 50% of the data points. ***P < 0.001, two-tailed unpaired *t*-tests. **i**, Representative images of immunofluorescence staining for E-cadherin (E-Cad, green) with DAPI counterstain (gray) in control and MERVL-KD morula at 3.5 dpc, from two independent experiments (left). Arrows and arrowheads indicate nuclear deformation and micronuclei. Scale bars, 20 µm. Bar chart showing the percentage of abnormal nuclear morphology at morula stage (right). *P < 0.05, chi-square test. **j**, Representative images of immunofluorescence staining for cleaved caspase-3 (cCasp3, green) with DAPI counterstain (gray) in control and MERVL-KD morula at 3.5 dpc, from three independent experiments (left). Scale bars, 20 µm. Bar chart showing the percentage of apoptotic cells per embryo at morula stage (right). ***P < 0.001, chi-square test. Data for panels in **d**, **e** and **g**–**j** are available as source data. Source data

Next, we monitored the effects of MERVL-KD using ASOs on preimplantation development (Fig. 2c,d). MERVL-KD embryos displayed a significant developmental delay from 2.5 dpc (Fig. 2d). Despite longer culture, a greater percentage of MERVL-KD embryos remained at the two- to four-cell stage (26.2% for control and 82.7% for MERVL-KD at 2.5 dpc (**P = 0.00533, chi-square test; Fig. 2d)). Strikingly, at 4.5 dpc, almost no blastocyst formation was observed in MERVL-KD embryos (Fig. 2c,d). These findings revealed that majority of MERVL-KD embryos suffered a developmental delay and halted development before blastocyst formation. To exclude the possibility that the reduction of MERVL transcript level and aberrant developmental phenotypes in MERVL-KD embryos might arise from unexpected artificial effects due to the presence of excessive small nucleotides, such as DNA replication stress and innate immune response, we performed microinjection of sense oligonucleotides (SOs), which are complementary to individual MERVL-targeting ASOs into the male pronucleus of zygotes. This confirmed that injection of sense oligonucleotides (SOs) did not affect the expression of MERVL and preimplantation development (Extended Data Fig. 2).

Alternatively, we also tested KD of MERVL using CasRx, another KD strategy with a CRISPR-based RNA-targeting system^22^ (Extended Data Fig. 3a). One day after induction of CasRx-mediated KD, no MERVL protein was detected in MERVL-KD two-cell stage embryos, and nuclear and cytoplasmic MERVL RNA signals remained, albeit with clear reductions compared to that of control (Extended Data Fig. 3b). Even with this KD inefficiency, the preimplantation development upon CasRx-mediated KD partially phenocopied that observed in ASO-mediated KD embryos (Extended Data Fig. 3c,d).

Of note, the phenotype of ASO-mediated MERVL-KD embryos is reminiscent of that observed in loss-of-function of genes associated with ICM and trophectoderm differentiation^23–27^, implying that MERVL transcription might function in early cell lineage specification during preimplantation development. To test this hypothesis, we examined mRNA levels of genes related to ICM (*Oct4*, *Sox2* and *Nanog*) and trophectoderm differentiation (*Tead4*, *Tcfap2c* and *Cdx2*) in MERVL-KD embryos at 3.5 dpc, by RT-qPCR (Fig. 2e). *Sox2*, *Nanog* and *Cdx2* mRNA levels were significantly reduced in MERVL-KD morula, in contrast to *Oct4*, *Tead4* and *Tcfap2c* transcripts, which increased (Fig. 2e). These data suggest that MERVL transcription during early stages of preimplantation development is required for subsequent proper expression of genes linked to the earliest cell lineage specification events. To further investigate the molecular etiologies of the phenotype upon MERVL-KD, we examined OCT4 and CDX2 protein expression using immunofluorescence analysis at the morula stage (Fig. 2f). MERVL-KD morula is notably composed of significantly fewer blastomeres (Fig. 2g) with a significant reduction in OCT4 and CDX2 protein expression (Fig. 2h). Notably, MERVL-KD embryos also displayed increased hallmarks of genomic instability such as nuclear deformation and micronuclei, and apoptosis (Fig. 2i,j). In sum, we conclude that the depletion of MERVL transcript results in disruption of lineage specification, cell death, and ultimately early embryonic lethality.

### *Cis*-acting functions of MERVL is essential for development

We next interrogated which products from MERVL were required for preimplantation development. Firstly, we used two independent short interfering RNA (siRNAs) to knock down MERVL (Fig. 3a). Upon siRNA-mediated KD of MERVL, no cytoplasmic MERVL RNA and protein were detected in late two-cell stage embryos, whereas the nuclear signal of MERVL RNA was still intact in early two-cell stage embryos (Fig. 3b). Consequently, although the phenotypes of siRNA-mediated MERVL-KD are inconsistent between previous studies^19,20^, we confirmed that siRNA-mediated KD of MERVL had almost no significant impact on preimplantation development (61.6% for control and 66.1% for MERVL-KD (*P* = 0.5966, chi-square test) (Fig. 3c,d)), suggesting that proteins encoded by MERVL are dispensable for preimplantation development.

**Fig. 3:**
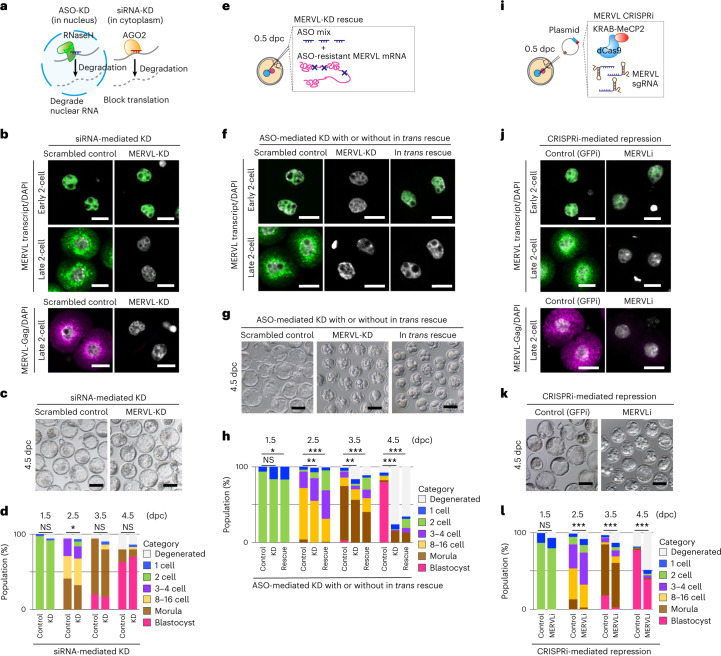
Retroviral proteins and *trans*-acting MERVL RNA are dispensable for preimplantation development. **a**, Schematic of the distinct mechanisms underlying ASO- versus siRNA-mediated RNA targeting. **b** Representative images of smFISH for MERVL RNA (green) with DAPI counterstain (gray) in control and MERVL-KD embryos at early and late two-cell stages, from four independent experiments (top). Representative images of immunofluorescence staining for MERVL-Gag protein (pink) with DAPI (gray) counterstain in control and MERVL-KD embryos at late two-cell stage, from three independent experiments (bottom). Scale bars, 20 µm. **c**, Representative phase-contrast images of 4.5 dpc blastocysts in control and MERVL-KD by siRNA, from three independent experiments. Scale bars, 100 µm. **d**, Percentage of embryos by stages of development in control (*n* = 73) and MERVL-KD (*n* = 59). *P < 0.05, chi-square test. **e**, Schematic of experimental procedure for in *trans* rescuing MERVL-KD by ASOs. **f**, Representative images of smFISH for MERVL RNA with DAPI counterstain in early and late two-cell stage embryos in each experimental condition, from four independent experiments. Scale bars, 20 µm. **g**, Representative phase-contrast images of 4.5 dpc blastocysts in each experimental condition, from two independent experiments. Scale bars, 100 µm. **h**, Percentage of embryos by stages of development in each experimental condition (*n* = 78 for control, *n* = 80 for MERVL-KD and *n* = 132 for in *trans* rescue). *P < 0.05; **P < 0.01; ***P < 0.001, chi-square test. **i**, Schematic of experimental procedure for CRISPRi targeting the MERVL sequence. **j**, Representative images of smFISH for MERVL RNA (green) with DAPI counterstain (gray) in GFPi control (CRISPRi targeting GFP) and MERVLi (CRISPRi targeting MERVL) embryos at early and late two-cell stages, from three independent experiments (top). Representative images of immunofluorescence staining for MERVL-Gag protein (pink) with DAPI counterstain (gray) in GFPi control and MERVLi embryos at late two-cell stage, from three independent experiments (bottom). Scale bars, 20 µm. **k**, Representative phase-contrast images of 4.5 dpc blastocysts upon GFPi control and MERVLi condition, from 3 independent experiments. Scale bars, 100 µm. **l** Percentage of embryos by stages of development upon GFPi control (*n* = 149) and MERVLi (*n* = 137). ***P < 0.001, chi-square test. Data for panels in **d**, **h** and **l** are available as source data. Source data

To determine whether transcribed MERVL RNA plays a critical role in preimplantation development, we used a MERVL RNA construct with point mutations conferring resistance to ASO-mediated KD (Fig. 3e) and co-injected an ASO-resistant MERVL RNA with mixed ASOs into zygotes. MERVL transcript was observed in nuclei of MERVL-KD early two-cell stage embryos at levels comparable to control embryos, when ASO-resistant MERVL transcript was present (Fig. 3f). However, upon injection of MERVL RNA, no cytoplasmic MERVL RNA signal was detected in late two-cell stage embryos. (Fig. 3f), which is to be expected, given that our exogenous MERVL construct is likely degraded by RNA surveillance pathways^28^. Although nuclear MERVL transcript was present in MERVL-KD embryos by co-injection with ASO-resistant MERVL RNA, the embryonic lethality was not rescued (Fig. 3g,h). Collectively, our data demonstrated that neither encoded proteins nor *trans*-acting RNA of MERVL is indispensable for preimplantation development.

To gain better insight into *cis*-acting functions of MERVL, we employed the CRISPR interference (CRISPRi) system^29–31^ (Fig. 3i). After microinjection, we verified that the expression of MERVL protein was efficiently suppressed in two-cell stage embryos upon CRISPRi to MERVL (MERVLi), whereas MERVL transcriptional level was significantly decreased in MERVLi embryos compared to that in GFPi control, but not fully silenced (Fig. 3j). Notably, blastocyst formation was severely impaired upon MERVLi (Fig. 3k). Only 38.7% MERVLi embryos reached blastocyst stage, compared with 78.5% for GFPi control embryos (Fig. 3l). These findings showed the necessity of MERVL transcription in early stage of development at the chromatin level.

### A subset of two-cell genes are dysregulated in MERVL-KD embryos

To assess the effects of ASO-mediated MERVL-KD on ZGA, we made use of 5’-ethynyluridine (EU) to assay global transcriptional levels in control and MERVL-KD two-cell stage embryos (Fig. 4a). We observed no significant change in zygotic transcriptional activity between control and MERVL-KD two-cell stage embryos during major ZGA (Fig. 4b,c).

**Fig. 4:**
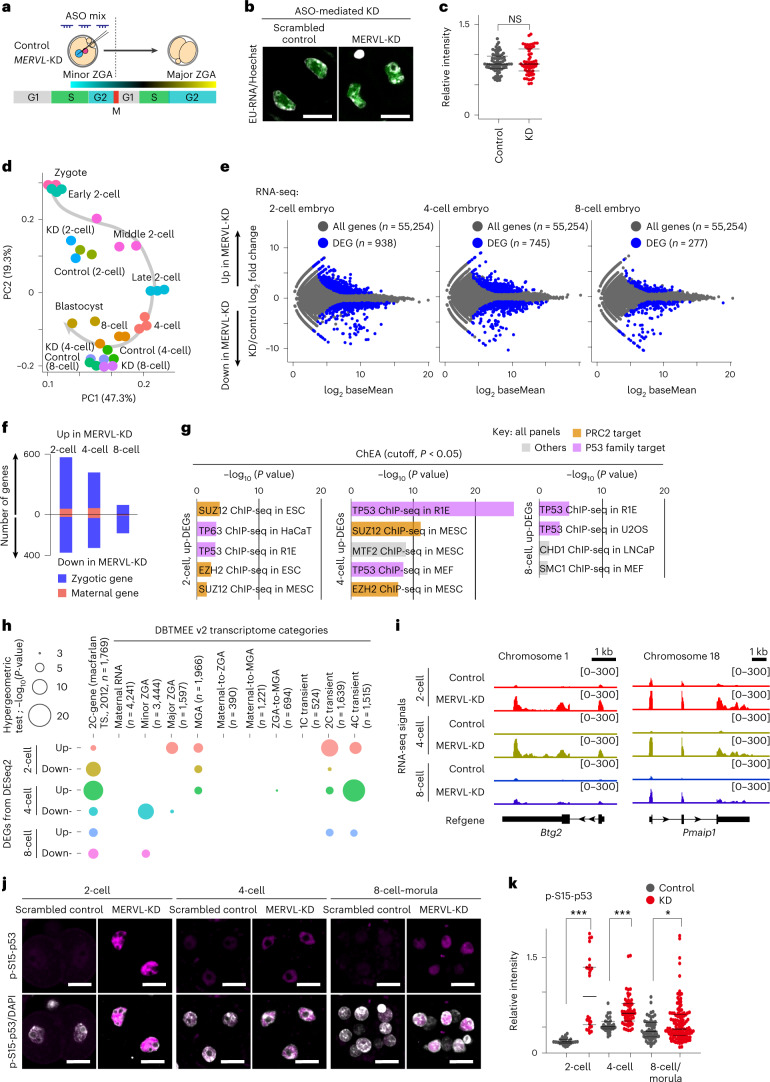
Ablation of MERVL impacts the expression of a subset of two-cell genes through preimplantation development. **a**, Schematic of timing for minor and major ZGA (adapted from Abe et al.^6^). **b**, Representative images of EU incorporation assay (green) with Hoechst 33342 counterstain (gray) in control and MERVL-KD two-cell stage embryos, from three independent experiments. Scale bars, 20 µm. **c**, The relative intensity of EU per nucleus, normalized to Hoechst 33342 signal. NS, not significant by two-tailed unpaired *t*-tests. **d**, Bidimensional principal-component (PC) analysis of gene expression profiles in control and MERVL-KD embryos through preimplantation development. **e**, RNA-seq differential gene expression analysis: MERVL-KD versus control embryos obtained at two-cell, four-cell and eight-cell stages; 938, 745 and 277 genes evinced significant changes in expression in MERVL-KD embryos (blue circle, fold change ≥ |2|, *P* value adjusted (*P*adj) < 0.05, binomial test with Benjamini–Hochberg correction). **f**, Stacked bar chart shows the number of upregulated (up)- and downregulated (down)-DEGs. The populations of maternally inherited RNA (as defined in DBTMEE v2; refs. ^32,33^) and others (zygotically expressed genes) are highlighted in red and blue. **g**, Predicted factors that are upstream of all up-DEGs upon MERVL-KD, assessed by the ChEA database^34^. ChIP-seq, chromatin immunoprecipitation with sequencing; HaCaT, cultured human keratinocyte; MEF, mouse embryonic fibroblast; MESC, mouse embryonic stem cell; LNCaP, lymph node carcinoma of the prostate. **h**, Bubble plot showing overlap between all DEGs in MERVL-KD embryos with the list of two-cell (2C) genes and DBTMEE v2 transcriptome categories. The bubble plot sizes show the –log_10_[*P* values] derived from a hypergeometric test. **i**, Track views show RNA-seq signals in control and MERVL-KD embryos, on two representative 2C gene loci (as defined in Macfarlan et al.^12^). The *y*-axis represents normalized tag counts for total RNA-seq in each sample. Refgene, refseq gene in NCBI and UCSC. **j**, Representative images of immunofluorescence staining for phosphorylated p53 on serine 15 (p-S15-p53, pink) with DAPI counterstain (gray) in control and ASO-mediated MERVL-KD embryos, from three independent experiments. Scale bars, 20 µm. **k**, Dot plots showing the relative intensity for p-S15-p53 per nucleus in control and MERVL-KD embryos, normalized to DAPI signal. Central bars represent medians, the top and bottom lines encompass 50% of the data points. *P < 0.05 and ***P < 0.001, two-tailed unpaired *t*-tests. Data for panels in **c**–**h** and **k** are available as source data. Source data

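Mouse zygotes had been injected with antisense oligonucleotides (ASOs, short synthetic strands that pair with an RNA and lead to its degradation) against the endogenous retrovirus MERVL, or with a scrambled ASO as the control. RNA was collected at the 2-cell, 4-cell and 8-cell stages from 30 embryos per library. There were 2 biological replicates of control and 2 of MERVL-KD embryos at each stage, 12 libraries in all. The sample labels give the 4-cell and the 8-cell libraries the same embryonic day, so the stages are those the paper names. The authors made stranded, paired-end libraries of total RNA, aligned the reads with STAR, kept unique alignments and counted them with featureCounts on GENCODE genes and on RepeatMasker repeat families. The deposited values are these raw counts, without normalization, for 56326 genes and repeat families. In 2-cell embryos the counts summed to 33532931 and 41320446 in the control libraries and to 35524346 and 30450413 in the MERVL-KD libraries. The 4-cell totals were 34671067 and 28167085 in control and 33024212 and 33089736 in MERVL-KD. The 8-cell totals were 31557127 and 33309531 in control and 34491197 and 41482526 in MERVL-KD. The paper's own table reports from 17442455 to 25590436 uniquely aligned reads per library, and all values given here use the deposited counts. Repeat families took from 15.8% to 25.2% of the counts of a library. The replicates of each group differed by more than sampling noise, with a chi-square per degree of freedom from 9.29 to 15.7. In every library more genes held 2 counts than 1 count (3399 against 946 in the first control 2-cell library), and from 71.8% to 74.7% of the genes with 1 to 50 counts held an even count. Both mates of a read pair were therefore mostly counted, and a count is not an independent fragment. Control and MERVL-KD libraries were compared stage by stage with edgeR's quasi-likelihood test after TMM normalization, and genes were called at an adjusted p under 0.05 and a change of at least 2-fold. Because reads with several equally good alignments were not counted, the values of repeat families and of genes with near-identical copies cover only their uniquely alignable part.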

Further, we carried out total RNA-seq analyses in control and MERVL-KD embryos (Extended Data Fig. 4a,b). The RNA-seq dataset provided accurate gene expression profiles (Fig. 4d and Supplementary Tables 1 and 2). 

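The target of the knockdown was examined first in every library. MERVL-int, the internal region of MERVL, took 6.33% and 6.57% of all counts in the control 2-cell libraries and 0.157% and 0.143% in the MERVL-KD 2-cell libraries. Its share at the 4-cell stage was 2.07% and 1.78% in control against 0.0544% and 0.0331% in MERVL-KD. In 8-cell embryos it was 1.07% and 1.08% in control against 0.0278% in both MERVL-KD libraries, so each library followed its label. In a principal component analysis of the log2 CPM (counts scaled to the library's total) of 24040 genes, the first component held 67.6% of the variance and separated the 2-cell libraries from the later stages. The second component held 7.01% and separated control from MERVL-KD libraries at every stage. Across genes, which are not independent replicates, Pearson's r lay between 0.963 and 0.974 for the 6 replicate pairs. It lay between 0.946 and 0.961 for the 12 pairs of a control and a MERVL-KD library of one stage.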

When we compared differentially expressed genes (DEGs) between control and MERVL-KD embryos, we found that 938, 745 and 277 genes were significantly dysregulated in MERVL-KD embryos, at the two-cell, four-cell and eight-cell stages, respectively (Fig. 4e, Supplementary Table 3). Of these DEGs, only 3–15% of genes were defined as ‘maternally inherited RNA’ in a database of transcriptome in mouse early embryos version 2 (DBTMEE v2 (refs. ^32,33^)) across all stages examined (Fig. 4f), suggesting that MERVL-KD led to major defects in expression of zygotic genes rather than maternal mRNA clearance. In contrast to annotated genes, among all interspersed repetitive elements, only MERVL and a small number of closely related subtypes were significantly downregulated in MERVL-KD preimplantation embryos (Extended Data Fig. 5a,b). Moreover, largely consistent with previous reports^12^, we also detected 77 genes that generated chimeric transcripts with junction to MT2_Mm in both control and MERVL-KD embryos. However, the overall expression level of chimeric transcripts is unchanged in MERVL-KD embryos (Extended Data Fig. 5c).

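In 2-cell embryos 1362 of 20604 tested genes were called, 900 higher and 462 lower in MERVL-KD embryos. In 4-cell embryos 897 of 19738 genes were called, 525 higher and 372 lower. In 8-cell embryos 313 of 18414 genes were called, 118 higher and 195 lower. An unadjusted p under 0.05 was reached by 5556, 4948 and 3582 genes. The choice that moved these counts most was the fold threshold, without which 2904, 2125 and 932 genes were called. The balance then turned at the 2-cell and 4-cell stages, with 1381 higher and 1523 lower in 2-cell, 972 higher and 1153 lower in 4-cell and 276 higher and 656 lower in 8-cell embryos. With library size in place of TMM, 85.3% of the calls at the 2-cell stage were higher against 66.1%, and 56.0% at the 8-cell stage against 37.7%. Among the 16277 genes tested at every stage, 19 were called higher and 73 lower at all 3 stages. The genes with the smallest adjusted p were taken from each direction and stage. Ccng1, on chromosome 11 of GRCm38 from 40748552 to 40755311, rose at the 2-cell stage from 24.1 ± 0.226 to 91.9 ± 3.78 CPM (SD, n = 2 libraries each), a log2 fold change of 1.93 (standard error 0.11, adjusted p = 8.91e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lat rose from 0.788 ± 0.199 to 20.6 ± 5.55 (log2 fold change 4.69) and Gpr50 from 25.5 ± 3.92 to 104 ± 1.75 (log2 fold change 2.03). The lowest adjusted p values among the genes that fell belonged to Gm47808 (log2 fold change −7.01), Gm48754 (−6.40) and Gm44660 (−8.19). Eda2r (log2 fold change 3.04), Gm42047 (2.71) and Perp (3.24) had the smallest adjusted p among the genes that rose at the 4-cell stage. Gm44739 was at most 3 counts in each MERVL-KD 4-cell library, which makes it at least 461-fold lower, or at least 230-fold with counts halved so that a read pair counts once, an alternative chosen after the data were seen. Iars, on chromosome 13 from 49682100 to 49734267, fell at the 8-cell stage from 115 ± 7.14 to 16.9 ± 0.309 CPM (log2 fold change −2.76). Csnk2a1, on chromosome 2 from 152226839 to 152281852, fell from 162 ± 6.67 to 31.5 ± 2.50 (log2 fold change −2.36). Among the genes that rose at the 8-cell stage, Ccng1 (log2 fold change 1.89), Plk2 (1.33) and Trp53inp1 (1.15) had the smallest adjusted p. Gm47808, Gm48754, Gm44660, Gm44739, Iars and Csnk2a1 each carry a site of a MERVL ASO in the strand that is transcribed, which in Gm48754, Iars and Csnk2a1 lies in an intron.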

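MERVL-int fell from 71420 ± 3881 to 1356 ± 81.3 CPM at the 2-cell stage (SD, n = 2 libraries each), a log2 fold change of −5.72 (standard error 0.076, adjusted p = 1.28e-16 from edgeR with Benjamini-Hochberg adjustment). It fell from 19680 ± 2203 to 426 ± 130 at the 4-cell stage (log2 fold change −5.53) and from 11217 ± 184 to 267 ± 11.3 at the 8-cell stage (log2 fold change −5.40). MT2_Mm, the long terminal repeat that serves as the MERVL promoter, had log2 fold changes of −2.53, −1.63 and −1.03 at the 3 stages. With library size in place of TMM it stood at −0.90 at the 8-cell stage, short of 2-fold. Counting all repeat families, 9 were called higher and 11 lower at the 2-cell stage, 5 higher and 12 lower at the 4-cell stage, and 3 higher and 9 lower at the 8-cell stage. The families given here were chosen after their values were seen. Those called lower included the MERVL relatives MERVL_2A-int (log2 fold change −4.22, −2.74 and −1.98) and ERVL-B4-int (−3.33, −1.99 and −1.18). They also included families of the ERVL-MaLR class. MTA_Mm-int had log2 fold changes of −1.22, −1.73 and −1.66 at the 3 stages. ORR1A0-int fell at the 4-cell stage (−1.77) and the 8-cell stage (−1.71), and MT-int at the 4-cell stage (−1.53). SRV_MM-int, of the ERVK class, fell at every stage (−1.14, −1.06 and −1.20). Among the families called higher at the 4-cell stage were MMERGLN-int (1.29) and MMERVK10C-int (1.03).

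**Figure D1:**
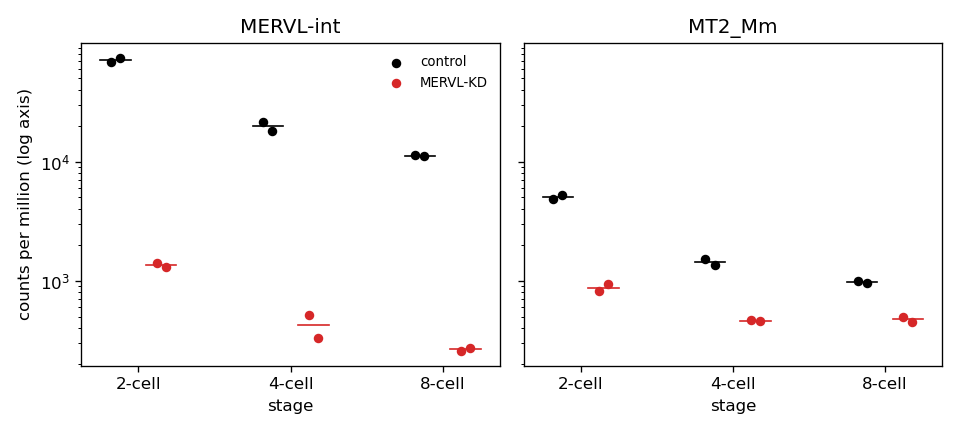
CPM (after TMM scaling) of MERVL-int and MT2_Mm in each library by stage, on a log axis. Points are libraries and lines are means of 2 libraries, of control and MERVL-KD embryos. In every stage both MERVL-KD libraries lie below both control libraries.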

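A list of 37 commonly cited direct targets of p53 was tested as a set with camera, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 21 list tests. In 2-cell embryos the 36 tested targets had a median log2 fold change of 0.34 in MERVL-KD against control embryos, with 28 higher and 8 lower (camera adjusted p = 2.89e-13). The median over 36 targets in 4-cell embryos was 1.08, with 32 higher and 4 lower (camera adjusted p = 2.35e-34). The median over 35 targets in 8-cell embryos was 0.45, with 30 higher and 5 lower (camera adjusted p = 2.12e-16). The sets passed at all 3 stages under fry (adjusted p = 0.0153, 0.0171 and 0.0115), and with an estimated correlation they passed at the 2-cell and 8-cell stages but not at the 4-cell stage (camera adjusted p = 0.071). Over all alternatives the adjusted p ranged from 6.94e-17 to 0.046, from 6.53e-42 to 0.071 and from 1.03e-18 to 0.046 at the 3 stages. Called higher were 13 targets at the 2-cell stage, 17 at the 4-cell stage and 7 at the 8-cell stage, and none were called lower. An adjusted p under 0.05 over all genes was reached by 19, 25 and 10 targets, against 20, 29 and 19 adjusted over the list alone. Cdkn1a rose from 9.99 ± 2.24 to 29.2 ± 2.44 CPM at the 2-cell stage (SD, n = 2 libraries each, log2 fold change 1.55). Phlda3 had no count in either control 2-cell library and was at least 12.3-fold higher in MERVL-KD embryos, or at least 6.16-fold with counts halved, an alternative chosen after the data were seen. The MERVL-KD libraries held 60 and 20 counts of Phlda3 (1.06 ± 0.654 CPM), so the bound would be lower on the second library alone. Trp53, which encodes p53 itself, was not called at any stage, with log2 fold changes of 0.13, −0.61 and −0.32, and its fall at the 4-cell stage, of less than 2-fold, had an edgeR adjusted p = 0.0357. Without MERVL-KD replicate 1 its log2 fold change was 0.018 at the 2-cell and −0.68 at the 8-cell stage, and without MERVL-KD replicate 2 it was 0.23 and −0.028.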

To better understand the functions of the DEGs, we performed gene ontology (GO) and ChIP Enrichment Analysis (ChEA)^34^, indicating that TP53 (also known as p53)-related terms were significantly enriched in each set of upregulated DEGs (Fig. 4g and Extended Data Fig. 4c). Taken together, these transcriptome analyses raise the possibility that activated p53 ectopically accumulates in the nuclei of MERVL-KD embryos. Because DNA damage and activated p53 contribute to the induction of two-cell genes in early-stage preimplantation embryos and ESCs^35^, we reasoned that the genes significantly upregulated in MERVL-KD embryos might be enriched for two-cell and p53-target genes. To test this hypothesis, we next compared DEGs with the lists of two-cell genes (as defined in Macfarlan et al.^12^) and DBTMEE v2 (refs. ^32,33^). Significant enrichment of two-cell genes was observed in all DEG sets (*P* < 0.001, hypergeometric test for overrepresentation; Fig. 4h). 

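The list of 2-cell genes behind the published overlap was not used here. In its place, a list of 35 commonly cited markers of the 2-cell stage was tested with camera, as for the p53 targets. In MERVL-KD 2-cell embryos the 34 tested markers had a median log2 fold change of −0.54, with 2 higher and 32 lower (camera adjusted p = 1.91e-13). This set did not pass under fry (adjusted p = 0.0796) or with an estimated correlation (camera adjusted p = 0.173), and over all alternatives the adjusted p ranged from 8.91e-14 to 0.173. With library size in place of TMM, where the median of all genes was 0.30, that of the markers was −0.25. Called lower were 5 markers. An adjusted p under 0.05 was reached by 21 markers over all genes and by 28 adjusted over the list alone. Most markers belong to families of near-identical copies whose reads unique alignment can lose, and their values are uncertain for that reason.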

Strikingly, upregulated DEGs in MERVL-KD four-cell embryos exhibited the highest increase in enrichment of two-cell genes (Fig. 4h). 

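In MERVL-KD 4-cell embryos the 33 tested markers had a median log2 fold change of 0.19, with 22 higher and 11 lower (camera adjusted p = 0.873). Without MERVL-KD replicate 1 the median was −0.041, and without MERVL-KD replicate 2 it was 0.35. The median over 32 markers in 8-cell embryos was 0.05, with 18 higher and 14 lower (camera adjusted p = 0.663), and it was −0.14 without MERVL-KD replicate 2.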

Unsupervised hierarchical clustering of all two-cell gene transcripts revealed that more than half of two-cell genes were dysregulated in at least one developmental stage of MERVL-KD embryos (Extended Data Fig. 4d). In addition, two-cell- and four-cell-transient genes were also enriched in all sets of upregulated DEGs (Fig. 4h). These findings argue that MERVL-KD embryos still retain a two-cell/totipotent-like transcriptome even at mid-preimplantation stages (that is, four-cell and eight-cell stages). Indeed, representative track views demonstrated that two-cell gene loci abnormally maintained high expression levels of two-cell genes in MERVL-KD embryos (Fig. 4i). 

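The source data of the clustering, as held here, list 1431 genes, fewer than the 2-cell genes of Fig. 4h, so only counts are given. Of these, 1307 were tested at one stage or more, and 207 (15.8%) were called at one stage or more. Without the fold threshold 449 (34.4%) had an adjusted p under 0.05 from edgeR. In 2-cell embryos 63 were called higher and 52 lower. In 4-cell embryos 69 were called higher and 37 lower, and at the 8-cell stage 18 higher and 24 lower. Without the fold threshold 112 were higher and 180 lower at the 2-cell stage, 107 higher and 118 lower at the 4-cell stage, and 44 higher and 61 lower at the 8-cell stage.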

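Whether the later embryos kept the profile of the 2-cell stage was also examined with genes that change over time in control embryos. In MERVL-KD 4-cell embryos, 3363 genes that fall at least 4-fold from the control 2-cell to the control 8-cell libraries had a median log2 fold change of −0.02 (camera adjusted p = 0.197), with 75 called higher and 151 lower. The 3010 genes that rise over the same interval had a median of 0.03 (camera adjusted p = 0.632), with 95 called higher and 50 lower. In MERVL-KD 8-cell embryos, 2401 genes that fall from the control 2-cell to the control 4-cell libraries had a median of 0.01 (camera adjusted p = 0.992), with 20 called higher and 52 lower. The 2670 genes that rise over that interval had a median of −0.02, with 20 called higher and 29 lower. With library size in place of TMM the first of these medians turned to 0.041 and the last to 0.11, and without control 4-cell replicate 1 the first was 0.053. Without MERVL-KD 4-cell replicate 2 the median of the rising genes was 0.00022, without MERVL-KD 8-cell replicate 1 that of the falling genes was −0.080 and without MERVL-KD 8-cell replicate 2 that of the rising genes was −0.054. As a score per library, the mean log2 level of the falling genes minus that of the rising genes differed by −0.14 between MERVL-KD and control 4-cell libraries (exact permutation test, two-sided, p = 0.667). Between the 8-cell libraries the difference was −0.05 (exact permutation test, two-sided, p = 1). With 2 libraries against 2 the smallest p this exact test allows is 0.333. The 8-cell scores of MERVL-KD replicates 1 and 2, −1.85 and −2.05, lay on both sides of the control scores, −1.90 and −1.89. At the 4-cell stage the scores overlapped as well, at −1.83 and −1.96 in control and −1.95 and −2.11 in MERVL-KD. A single library can therefore set the sign or size of these differences. The paper argues for a retained totipotent-like transcriptome from the enrichment of 2-cell genes among its DEGs, from the clustering of these genes, and from the enrichment of genes transient at the 2-cell and 4-cell stages among its upregulated DEGs.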

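Btg2, on chromosome 1 of GRCm38 from 134075170 to 134079120, rose from 5.67 ± 0.327 to 32.2 ± 6.48 CPM at the 2-cell stage (SD, n = 2 libraries each), a log2 fold change of 2.50 (standard error 0.18, adjusted p = 1.79e-07 from edgeR with Benjamini-Hochberg adjustment). It rose from 2.88 ± 2.27 to 28.3 ± 10.3 at the 4-cell stage (log2 fold change 3.32, edgeR adjusted p = 0.0201) and from 3.84 ± 1.14 to 10.7 ± 2.93 at the 8-cell stage (log2 fold change 1.49, edgeR adjusted p = 0.0108). Pmaip1, on chromosome 18 from 66458533 to 66465565, had log2 fold changes of 1.76, 2.37 and 2.17 and was called at every stage. Btg2 and Pmaip1 are also on the list of p53 targets tested above, so their rise is not evidence separate from that list. With each library left out in turn, the log2 fold change of Btg2 at the 4-cell stage ranged from 2.66 to 4.47. Its call was lost at the 4-cell stage over genes with at least 10 counts in every library (3.34) and at the 8-cell stage in one fit of 12 libraries (1.48).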

Consistent with our hypothesis, we also observed a significant increase in phospho-S15-p53 signal intensity in MERVL-KD embryos compared to that in controls (Fig. 4j,k). 

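Single markers of the 2-cell stage moved in different directions. In 2-cell embryos Zscan4c fell from 53.9 ± 14.0 to 19.4 ± 1.08 CPM (SD, n = 2 libraries each, log2 fold change −1.47, edgeR adjusted p = 1.93e-05). Tdpoz2 (log2 fold change −1.21), Usp17le (−1.07), Gm20767 (−1.10) and AF067061 (−1.34) were called lower as well. Each of these genes has near-identical copies, which makes its counts uncertain. With library size in place of TMM, Tdpoz2 (−0.92), Usp17le (−0.78) and Gm20767 (−0.81) were not called, and in one fit of 12 libraries Zscan4c (−1.55), Usp17le (−1.16) and Gm20767 (−1.18) were not called. Tdpoz2 was at −0.98 without MERVL-KD replicate 1 and Usp17le at −0.73 without MERVL-KD replicate 2, while Gm20767 was at −0.85 and AF067061 at −0.99 without control replicate 1, each short of 2-fold. In 4-cell embryos Zfp750 was called higher (log2 fold change 1.20), while Zfp352 (−1.04) and Sp110 (−1.00) were called lower. Neither was called with library size (−0.97 and −0.94), Zfp352 not in one fit of 12 libraries (−1.04) and Sp110 not over genes with at least 10 counts in every library (−0.99) or with counts halved, an alternative chosen after the data were seen. Without MERVL-KD replicate 2 Zfp352 was at −0.72, and without MERVL-KD replicate 1 Sp110 was at −0.94. In 8-cell embryos Spz1 was called higher (1.14). Duxf3, named Dux in the paper, was not called at any stage, with log2 fold changes of −0.61, 0.90 and −0.03, the last of which was 0.095 with library size in place of TMM. At the 2-cell stage Duxf3 was at −0.070 without control replicate 1 and at −1.08 without MERVL-KD replicate 2, and at the 8-cell stage it was at 0.40 and −0.43 without the same libraries of that stage. Zscan4c had a log2 fold change of 2.44 at the 4-cell stage that did not pass (edgeR adjusted p = 0.0968) and was 0.56 without MERVL-KD replicate 1.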

Overall, these results indicate that a subset of two-cell genes are persistently active due to defects in MERVL transcription.

We also performed total RNA-seq analysis for GFPi control and MERVLi embryos (Supplementary Table 1). Hierarchical clustering and Pearson correlation analyses for the expression of all annotated transcripts showed higher similarity between ASO-mediated MERVL-KD and MERVLi embryos (Extended Data Fig. 6a,b), suggesting that the extensive transcriptional anomalies in MERVLi embryos at least partially resemble that in MERVL-KD embryos. Indeed, although only moderate reduction of MERVL expression was observed in MERVLi two-cell stage embryos due to limited effectiveness of CRISPRi for depleting nuclear MERVL RNA (Extended Data Fig. 6c), we identified 872, 535 and 273 genes that were differentially expressed in MERVLi embryos, at the two-cell, four-cell and eight-cell stages, respectively (Extended Data Fig. 6d and Supplementary Table 4). Importantly, significant enrichment of two-cell genes was observed in all sets of DEGs through MERVLi preimplantation development (*P* < 0.001, hypergeometric test for overrepresentation; Extended Data Fig. 6e). Consistently, a representative two-cell gene maintained abnormally high expression level in MERVLi embryos (Extended Data Fig. 6f). These profiles demonstrated that MERVLi embryos exhibited a transcriptome that was highly similar to that of MERVL-KD embryos, corroborating that the embryonic phenotypes in MERVL-KD and MERVLi embryos arise from defects in *cis*-regulatory function of MERVL.

### MERVL modulates dynamic changes in accessible chromatin

To further investigate the correlation between transcription and chromatin state, we next asked whether MERVL-KD impacts chromatin accessibility at the transcription start sites (TSSs) of dysregulated two-cell genes by using the optimized low-input assay for transposase-accessible chromatin with sequencing (miniATAC-seq) method (Supplementary Table 1 and Extended Data Fig. 7)^36^. The overall enrichment pattern of ATAC-seq signals at 10-kb intervals across the genome was modestly changed in MERVL-KD embryos during preimplantation development (Fig. 5a). Meanwhile, open chromatin at MERVL loci was significantly reduced in MERVL-KD two-cell-stage embryos (Fig. 5b). Because ASO-mediated KD might trigger premature transcriptional termination via degradation of the residual Pol II-associated transcripts^37^, suggesting that the reduction of chromatin openness at MERVL loci is associated with premature termination of MERVL transcripts induced by KD.

**Fig. 5:**
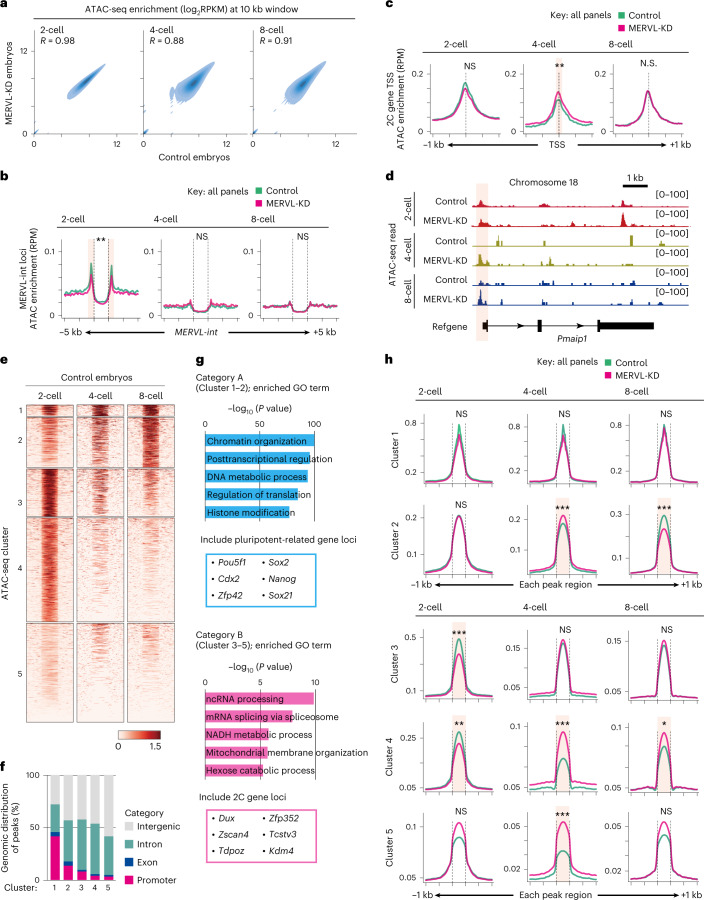
MERVL-KD embryos retain two-cell-like chromatin accessibility even at mid-preimplantation stage. **a**, Genome-wide correlation of ATAC-seq signals by stages of development between control and MERVL-KD embryos. Enrichment levels per 10-kb bin are shown in log_2_RPKM values. The Pearson correlation coefficient values (*R*) indicate the similarity between control and MERVL-KD embryos. **b**, Average tag density plots of ATAC-seq enrichment around MERVL-int copies (±5 kb) by stages of development in control and MERVL-KD embryos. RPM, reads per million. **Padj < 0.01, Mann–Whitney *U* test with Bonferroni correction. **c**, Average tag density plots of ATAC-seq enrichment around TSS (±1 kb) of 2C genes by stages of development in control and MERVL-KD embryos. **Padj < 0.01, Mann–Whitney *U* test with Bonferroni correction. **d**, Track view shows ATAC-seq signals in control and MERVL-KD embryos at two-cell, four-cell and eight-cell stages, on representative 2C gene locus (as defined in Macfarlan et al.^12^). The *y*-axis represents normalized tag counts for ATAC-seq in each sample. The flanking region around TSS is highlighted in red. **e**, Heatmaps showing ATAC-seq signals across all peak regions ±1 kb in control embryos at two-cell, four-cell, and eight-cell stages. Each peak was ordered by *k*-means clustering of ATAC-seq signal and yielded five clusters. Cluster 1–2, increased accessibility during preimplantation development (defined as category A); cluster 3–5, were transiently accessible at two-cell stage and reduced accessibility during preimplantation development (defined as category B). **f**, Stacked bar chart shows ATAC-seq peak distributions across genomic entities (intergenic, intron, exon and promoter) in each cluster. **g**, GO analysis of genes adjacent to ATAC-seq peaks of cluster 1–2 (category A) and cluster 3–5 (category B). The pluripotent-related and 2C genes were obviously enriched in gene set adjacent to category A and category B, respectively. **h**, Average tag density plots of ATAC-seq enrichment around peak regions (±1 kb) in each cluster by stages of development in control and MERVL-KD embryos. *Padj < 0.05, **Padj < 0.01, ***Padj < 0.001, Mann–Whitney *U* test with Bonferroni correction. Data for panels in **a**, **f** and **g** are available as source data. Source data

Next, we determined whether the transcriptional changes in MERVL-KD embryos were associated with their chromatin states by examining enrichment of ATAC-seq signals at TSSs of two-cell genes, ATAC-seq signals showed significantly higher enrichment at the TSSs of two-cell genes in MERVL-KD embryos at the four-cell stage compared to control embryos (Fig. 5c). In line with this finding, a representative track view showed that an accessible chromatin state was detected at the TSS of a two-cell gene. This open state persisted into the mid-preimplantation stage upon MERVL-KD, a time when this locus is repressed/closed in control embryos (Fig. 5d). These results confirm that ectopic expression of two-cell genes in mid-preimplantation embryos upon MERVL-KD is associated with accessible chromatin states at these loci.

Furthermore, *k*-means clustering of ATAC-seq signals across all peak regions in control embryos yielded five clusters that fall into two distinct categories. Category A became accessible gradually as development proceeds (composed of cluster 1 and 2), and category B became specifically accessible in two-cell-stage embryos (composed of cluster 3–5) (Fig. 5e). Among each cluster, approximately half of ATAC-seq peaks were enriched at largely genic regions, including promoter, exon and intronic regions (Fig. 5f). GO analysis revealed that genes adjacent to peaks in category A were highly enriched for roles in ‘chromatin organization’ and ‘posttranscriptional regulation’, such as those involved in regulation of the pluripotent state (Fig. 5g, top)^38,39^. Moreover, the peaks in category A contained genic regions that associated with pluripotency, including *Oct4* and *Cdx2* (Fig. 5g, top, and Supplementary Table 5). Conversely, the peaks in category B were characterized by genes and biological terms associated with totipotent and two-cell states, such as *Dux* and *Zscan4c*, whose expression was restricted to two-cell stage embryos (Fig. 5g, bottom, and Supplementary Table 5)^13,14,40^. Finally, we examined ATAC-seq signals in each cluster and compared control and MERVL-KD embryos. In category B (cluster 3–5), analysis of average tag densities of ATAC-seq signals confirmed that chromatin accessibility was significantly decreased in peaks of both cluster 3 and 4 in MERVL-KD two-cell stage embryos (Fig. 5h). In contrast, from the four-cell stage onward, ATAC-seq signals were significantly increased in peaks of cluster 4 and 5 in MERVL-KD embryos (Fig. 5h), suggesting that a two-cell-like chromatin state was partially retained during preimplantation development of MERVL-KD embryos.

### MERVL-KD exhibits less abundant transcripts adjacent to MERVL

We interrogated the *cis-*regulatory functions of MERVL. First, we compared the expression levels of annotated genes (in GENCODE vM25) and their distances to nearby full-length MERVL in control and MERVL-KD two-cell stage embryos. No significant differences were observed in the expression of adjacent annotated genes to MERVL, ranging from 0 to 500 kb (Fig. 6a). 

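Genes were grouped by their distance to the nearest ASO-targeted MERVL copy of at least 5 kb, taken from the source data of Extended Data Fig. 1c, which hold 666 targeted copies of any length here against the paper's 669. No test was run on these groups for that reason. The 122 genes that overlap a copy had a median log2 fold change of −0.23, the 72 genes within 5 kb a median of −0.25 and the 51 genes from 5 to 10 kb a median of −0.23. Between the 2 control replicates, the medians of the same groups differed by 0.07, 0.02 and 0.32, so the fall of the group from 5 to 10 kb was smaller than the difference between replicates, and without control replicate 1 its median was −0.081. Medians were 0.05 for 99 genes from 10 to 20 kb, 0.01 for 244 genes from 20 to 50 kb, 0.01 for 338 genes from 50 to 100 kb and 0.02 for 2116 genes from 100 to 500 kb. They were −0.039 without MERVL-KD replicate 2 from 10 to 20 kb, −0.027 without control replicate 2 from 20 to 50 kb, −0.037 without MERVL-KD replicate 1 from 50 to 100 kb and 0.0010 without MERVL-KD replicate 2 from 100 to 500 kb. Called lower were 13 overlapping genes (10.7%), 14 within 5 kb (19.4%) and 7 from 5 to 10 kb (13.7%), against 360 (2.05%) of the 17562 genes farther than 500 kb. With library size in place of TMM, the median of all genes at the 2-cell stage shifted by 0.30, and the 3 nearest groups, at 0.055, 0.036 and 0.058, lay below that shift.

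**Figure D2:**
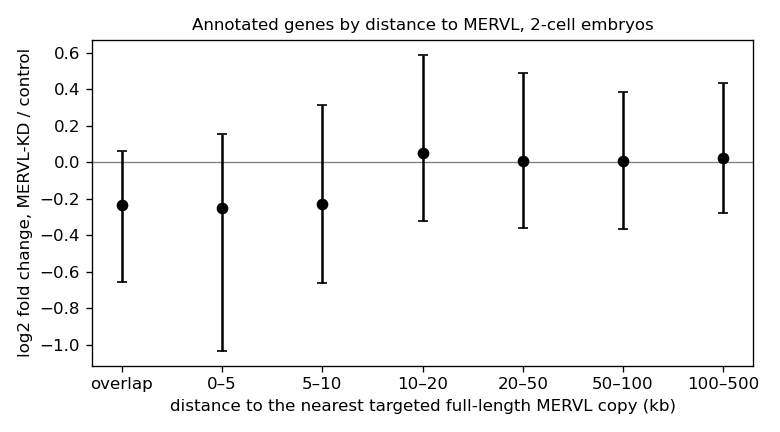
Log2 fold change of annotated genes between MERVL-KD and control 2-cell embryos by distance in kb to the nearest targeted MERVL copy of at least 5 kb. Points are medians over genes and bars span the interquartile range. The medians of the groups up to 10 kb lie below 0 with TMM, and below the median of all genes but above 0 with library size alone, and the groups farther away lie near 0 with TMM.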

Intriguingly, in contrast to annotated genes, the unannotated transcripts from the adjacent regions to MERVL were significantly downregulated in MERVL-KD embryos, and this was positively correlated with their proximity to the full-length MERVL (Fig. 6b).

**Fig. 6:**
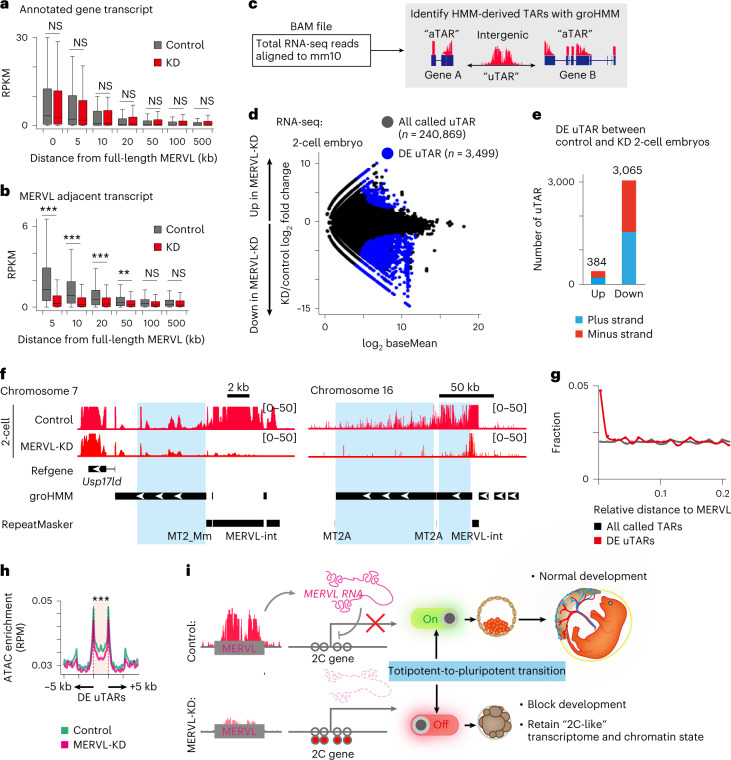
Intergenic transcription from the adjacent regions to MERVL was interfered with by MERVL-KD. **a**, Box plot showing the RPKM values for annotated genes, grouped by their distance to ASO-targeted full-length MERVL. Central bars represent medians, the boxes encompass 50% of the data points and the whiskers indicate 90% of the data points. NS, not significant, two-tailed unpaired *t*-tests. **b**, Box plot showing the RPKM values for adjacent transcripts grouped by their distance to ASO-targeted full-length MERVL. Central bars represent medians, the boxes encompass 50% of the data points and the whiskers indicate 90% of the data points. **P < 0.01, ***P < 0.001, two-tailed unpaired *t*-tests. **c**, Schematic of procedure for transcript calling with groHMM, a two-state HMM-based algorithm^41^. aTAR, annotated transcriptionally active regions (blue rectangles); uTAR, unannotated intergenic transcriptionally active region (two-headed black arrow). **d**, RNA-seq differential expression analysis of uTARs between control and MERVL-KD two-cell stage embryos. MA plot showing differentially expressed (DE) uTARs between control and MERVL-KD embryos. DE uTARs were defined with a *P*adj < 0.01 (binomial test with Benjamini–Hochberg correction) and shown in blue circles (*n* = 3,499). **e**, Number of upregulated (up)- and downregulated (down)-uTARs in MERVL-KD two-cell stage embryos from d. Each transcriptional direction in the DE uTARs is shown in blue (plus strand) and red (minus strand). **f**, Track views show RNA-seq signals in control and MERVL-KD two-cell stage embryos on two representative uTARs. DE uTARs are highlighted in blue. The *y*-axis represents normalized tag counts for total RNA-seq in each sample. **g**, Distributions of relative distances of DE uTARs (red) and all called TARs (black) to MERVL loci. **h**, Average tag density plots of ATAC-seq enrichment around DE uTARs (±5 kb) in control and MERVL-KD two-cell stage embryos. RPM, reads per million. ***Padj < 0.001, Mann–Whitney *U*-test with Bonferroni correction. **i**, Model: MERVL-mediated totipotent-to-pluripotent transition during preimplantation development. MERVL and adjacent intergenic regions are expressed in a zygote and two-cell-stage-specific manner and suppresses a subset of 2C gene expressions through an unknown mechanism to facilitate the totipotent-to-pluripotent transition. KD of MERVL transcript compromises these processes and results in retention of two-cell-like states and embryonic lethality. Data for panels **a**, **b**, **d**, **e** and **g** are available as source data. Source data

To evaluate the expression levels of unannotated intergenic transcripts in control and MERVL-KD two-cell stage embryos, we used groHMM, a two-state hidden Markov model (HMM)-based algorithm^41^. This framework classified transcriptionally active regions (TARs) across the genome into annotated TAR (aTAR) that overlapped with existing gene annotation and unannotated TAR (uTAR) that did not overlap with regions of any genes, pseudogenes and MERVL families annotated by GENCODE and RepeatMasker (Fig. 6c), identifying in total 240,869 uTARs (Fig. 6d and Supplementary Table 6). Despite the relative scarcity of uTAR, which accounted for 27.5–34.6% of aligned reads, we detected 3,499 differentially expressed uTARs between control and MERVL-KD embryos (Fig. 6d and Supplementary Table 7). In particular, the vast majority of them were shown to be downregulated upon the loss of MERVL transcription (Fig. 6e). Representative track views demonstrated that transcriptional activities in MERVL-adjacent regions were significantly reduced at upstream of genic TSS and gene desert regions, in MERVL-KD two-cell embryos (Fig. 6f). Specifically, we found a higher fraction of differentially expressed uTARs preferentially located in the neighborhood of MERVL, compared with all called TARs (Fig. 6g). These data suggest a *cis*-regulatory function for MERVL in the regulation of unannotated transcripts from their adjacent loci. Moreover, concomitantly with the change in expression of uTARs, the intensity of ATAC-seq signal on differentially expressed uTARs was also decreased in MERVL-KD embryos (Fig. 6h), leading to the suggestion that MERVL-driven unannotated transcripts may play a role in chromatin remodeling.

## Discussion

We provided functional evidence that transcriptional activation of MERVL is essential for progression of development in mouse preimplantation embryos. Depletion of MERVL transcripts results in embryonic lethality with profound defects in development and is associated with dysregulation of MERVL including their adjacent transcripts, and retaining two-cell-like transcriptome and chromatin state (Fig. 6i). These findings suggest the possibility that MERVL transcription in totipotent cells may act as a switch for the transition from totipotency to pluripotency and is responsible for the onset of differentiation and ontogeny (Fig. 6i).

One of most striking consequences of loss of the MERVL transcript was complete defects in preimplantation development. Several groups have used KD strategies in an effort to characterize the role of MERVL in preimplantation development. However, results from these studies were inconsistent. By performing liposome-based transfection with ASO against MERVL, Kigami et al. reported that MERVL-KD embryos displayed a ~50% decrease in the developmental competence to the four-cell stage but no significant impact on developmental rate to the morula and blastocyst stages^11^. On the other hand, Huang et al. recently performed siRNA-mediated KD against MERVL by microinjection of siRNA into the cytoplasm of zygotes^19^. siRNA-mediated KD of MERVL exhibited a mild developmental delay at four- to eight-cell stage, but no statistically significant differences were observed on developmental rate between control and KD embryos^20^. In sharp contrast, ASO-mediated KD of MERVL in this study results in embryonic lethality with severe defects in first lineage specification and genomic stability. The phenotypic differences appear to be explained by methodologies for KD. First, we microinjected multiple ASOs with 2′-O-methoxyethyl modifications, providing enhanced duplex stability and nuclease resistance^42^, into zygotes resulting in efficient degradation of nuclear MERVL transcripts at much higher levels than liposome-based transfection (Figs. 2b and 3f). In addition, it is noteworthy that our ASOs more efficiently target interspersed full-length MERVL elements than that in previous study (*n* = 377/556, 67.8% versus *n* = 259/556, 46.6%). Consistent with previous studies, we confirmed that siRNA-mediated KD of MERVL did not affect development to the blastocyst stage (Fig. 3a–d), indicating that nuclear MERVL transcripts, but not encoded proteins, are required for preimplantation development. Although the activation of MT2_Mm inducing the two-cell state in previous study is readily appreciable^12,16,43^, we also found that the expression levels of chimeric transcripts with MT2_Mm were unchanged in MERVL-KD two-cell stage embryos (Extended Data Fig. 5c), suggesting that the phenotypes of MERVL-KD embryos are unlikely to arise from dysregulation of chimeric transcripts with MT2_Mm. Given the results with siRNA-KD and in *trans* RNA rescue, *cis-*regulatory activity of MERVL loci is likely to play a key role in host chromatin remodeling at totipotent-to-pluripotent transition. As a proof-of-concept for this hypothesis, we performed CRISPRi-mediated repression of MERVL and revealed that MERVLi embryos partially mimicked ASO-mediated KD of MERVL with regard to developmental defects and retaining two-cell transcriptome (Fig. 3i–l and Extended Data Fig. 6).

Our findings showed that transcription itself and/or *cis*-acting RNA from MERVL loci is likely to play a critical role for host preimplantation development. Of note, having observed a subset of two-cell genes retaining expression in MERVL-KD mid-preimplantation embryos (Fig. 4g–i), MERVL transcripts may act to repress expression of two-cell genes during preimplantation development, at least in part. Several lines of evidence allow us to predict the mechanism by which MERVL may regulate host transcriptome and chromatin state in preimplantation development. First, a recent study demonstrated that MERVL drives the 3D reorganization of the genome in two-cell-like cells, the rare cell population in ESC culture, and early mouse embryos by providing a topologically associating domain boundary that is coupled to directional transcription from MERVL^44,45^. Thus, it is plausible that transcription itself from MERVL might be responsible for remodeling of chromatin structure during the transition from totipotency to pluripotency. As shown in Fig. 6, it is noteworthy that loss of MERVL transcription also leads to the reduction of transcription levels and chromatin accessibility in unannotated adjacent regions ranging up to 50 kb away. One possible explanation for this finding is that these cryptic transcripts may result from readthrough of RNA polymerase beyond MERVL elements, which leads to pervasive epigenetic changes. Related to our findings, Jachowicz et al. demonstrated that transcriptional activity of LINE1 that peaks at two-cell stage embryos affects global chromatin accessibility and unfolding^46^. Likewise, there has been reported that the transcribed RNA from other type of endogenous retroviruses (that is, intracisternal A-particles and MMERVK10C) can act in *cis* in ESC^47^. Accordingly, we speculate that en masse transcription of MERVL loci acts in *cis* as starting events for long-range 3D chromatin organization and remodeling toward the onset of ontogeny. Future studies can now interrogate the intriguing mechanisms that may underlie the important role of MERVL transcript in regulating the host genome that we have uncovered here.

## Methods

### Animals

Eight-week-old female and male B6D2F1 (BDF1) mice were purchased from the Japan SLC. All animal experiments were reviewed and approved by the Institutional Animal Care and Use Committee (protocols 09105-(10) and 11045-(6)) at Keio University, where mice were maintained and fed ad libitum with standard diet and water in a temperature-, humidity- and light-controlled room (23°C ± 3°C, a humidity of 50% ± 10% and 14-h light/10-h dark cycle).

### Cell culture

Doxycycline (Dox)-inducible Dux ESC line was generated using the PiggyBac Transposon System in our laboratory (hereafter referred to as ESC^DUX^), in which *Dux* expression was induced in the presence of Dox^21^. The ESC^DUX^ was cultured in ESC medium (10% FBS, 1× sodium pyruvate, 1× GlutaMAX, 1× MEM non-essential amino acids solution, 1× penicillin/streptomycin and 0.055 mM β-mercaptoethanol in DMEM high glucose (4.5 g liter^−1^)) containing 2i (1 µM PD0325901, LC Laboratories; and 3 µM CHIR99021, LC Laboratories) and LIF (1,000 U ml^−1^, in-house) on cell-culture plates coated with 0.1% gelatin under feeder-free conditions. The expanded colonies were dissociated using 0.05% trypsin-EDTA solution for passaging.

### MERVL-targeting ASO design

Three independent 20-nt ASOs were designed based on the consensus sequence of MERVL (Supplementary Table 8). ASO candidates that effectively target the internal retroviral regions of MERVL were selected using ChIRP Probe Designer (https://www.biosearchtech.com/support/tools/design-software/chirp-probe-designer), taking into account the secondary structure of the MERVL RNA. To identify potential binding sites for MERVL-targeting ASOs in silico, nonredundant high-confidence MERVL loci were downloaded from RepeatMasker database (http://www.repeatmasker.org/species/mm.html) and converted to BED format. Consequently, FASTA files for these MERVL loci were extracted using the getfasta function as implemented in BEDTools (version 2.30.0)^48^ and entered into the makeblastdb program from BLASTn (version 2.6.0+) to generate DNA database for BLASTn search. Each ASO sequence was used to search the database of MERVL DNA using BLASTn^49^, with up to two mismatches allowed. The synthesized ASOs were chemically modified with phosphorothioate linkage and 2′-O-methoxyethyl modification at positions 1–5 and 15–20. As the control for the ASO experiments, we also generated a 20-nt randomized oligonucleotide that does not target the mouse genome (as determined by BLASTn search) and three independent 20-nt SOs that were complementary to respective MERVL-targeting ASOs. The three independent ASOs/SOs against MERVL with the highest targeting rate and randomized non-targeting ASO (scrambled ASO) were used for KD experiments (Supplementary Table 8).

### ASO-mediated KD of MERVL in ESCs

A total of 1 × 10^5^ ESC^Dux^s were harvested from culture dishes per one nucleofection. To validate efficiency of the ASO-mediated KD, the cells were nucleofected with 1 nmol ASO against MERVL or scrambled ASO using P3 Primary Cell 96-well Nucleofector Kit (Lonza) according to manufacturer’s instruction and seeded into each well of a 24-well plate containing 500 µl ESC medium with 2i, LIF and 1.1 µl iMatrix-511 Silk solution (0.5 mg ml^−1^, Nippi). After 6 h of nucleofection, we added 0.5 µl of 10 µg ml^−1^ Dox to each well of 24-well plate. The following day (24 h after nucleofection), the cells were harvested for quantitative RT-PCR and western blotting to evaluate the expression of MERVL.

### Embryo culture and microinjection

Female mice were superovulated by intraperitoneal administrations of 150 µl CARD HyperOva (Kudo) followed 48 h later with 7.5 IU human chorionic gonadotropin (Asuka Pharmaceutical). After injection of human chorionic gonadotropin, females were housed with male mice overnight for copulation. The following day, zygotes were collected from the oviducts of superovulated/mated females. The microinjection was carried out under a phase-contrast inverted microscope (IX73, Olympus) equipped with a micromanipulation system (Narishige). Each ASO (20 µM), SO (20 µM) and siRNA (20 and 80 µM) was microinjected into the male pronuclei of zygotes using FemtoJet 4i (Eppendorf). All ASO, SO and siRNA sequences used in this study are listed in Supplementary Table 8. Embryos were cultured in KSOM (MR-101-D, Sigma) at 37°C with 5% CO_2_.

### RNA rescue assay

ASO-resistant full-length MERVL was constructed by substituting all of the three ASO-targeted sequences of MERVL using inverse PCR. The primers used to produce the constructs are listed in Supplementary Table 8. Briefly, intact MERVL sequence was obtained from a bacterial artificial chromosome plasmid (RP23-231A8, https://www.ncbi.nlm.nih.gov/nuccore/AC127321.4, Thermo Fisher Scientific) and subcloned into pCAGGS_Myc plasmid using NEBuilder HiFi DNA Assembly Master Mix (New England Biolabs). Individual ASO-targeted sequences were mutated by inverse PCR with PrimeSTAR GXL DNA polymerase (TaKaRa) and specific primer sets (Supplementary Table 8). For subsequent steps, ASO-resistant full-length MERVL was amplified by PCR with a specific primer set containing the T7 promoter sequence at the 5′ end of forward primer for in vitro transcription with T7 polymerase. Following PCR amplification, in vitro transcription was performed using MEGAscript T7 Transcription Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Transcribed RNA was purified using RNeasy Mini Kit (QIAGEN). ASO-resistant MERVL RNA was co-microinjected into the male pronucleus of zygotes with 20 µM ASOs (mixed) at the final concentration of 200 ng µl^−1^.

### CasRx-mediated KD of MERVL

The expression plasmids of CasRx (PB-CAG-CasRx-P2A-EGFP-BGH PolyA, #154004, Addgene) and gRNA (pXR003: CasRx gRNA cloning backbone, #109053, Addgene) were gifted from H. Yang and P. Hsu^22,50^. For optimal expression of CasRx in early stages of preimplantation embryos, the CAG promoter sequence in the CasRx-expressing plasmid was replaced with CBh promoter, which was obtained from pX330-U6-Chimeric_BB-CBh-hSpCas9 (pX330, gifted from F. Zhang, #42230, Addgene)^51^, using NEBuilder HiFi DNA Assembly Cloning Kit (New England Biolabs). The pXR003 CasRx gRNA-expressing plasmid was linearized by FastDigest BpiI (Thermo Fisher Scientific), an isoschizomers of BbsI, and then individual annealed gRNA spacer with four overhangs (sense: 5′-AAAC, antisense: 5′-AAAA) was inserted into the linearized pXR003 CasRx gRNA-expressing plasmid by T4 DNA ligase (Ligation high v2, TOYOBO). The primers and gRNA sequences used to produce the constructs are listed in Supplementary Table 8. The expression plasmids of CasRx and MERVL-targeting gRNA (or non-targeting gRNA) were microinjected into the male pronucleus of zygotes at a final concentration of 10 ng µl^−1^ each.

### CRISPRi targeting MERVL

For evaluation of *cis*-acting functions of MERVL, we used the CRISPRi system, composed of dCas9-KRAB-MeCP2, which specifically induces H3K9 trimethylation at target loci. We designed three independent gRNAs targeting the coding regions of Gag and Pol in full-length copies of MERVL to repress MERVL transcription in preimplantation embryos. The CBh-dCas9-KRAB-MeCP2 fusion construct was constructed using the pX330 (#42230, Addgene)^51^ plasmid backbone. dCas9-KRAB-MeCP2 sequence was obtained from a PB-TRE-dCas9-KRAB-MeCP2 (gifted from A. Califano, #122267, Addgene) plasmid and subcloned into pX330 using NEBuilder HiFi DNA Assembly Cloning Kit (New England Biolabs). Constructed pX330 plasmid in which hSpCas9 site had been replaced with dCas9-KRAB-MeCP2 (hereafter referred as pX330-CRISPRi), was then subjected to subcloning of sgRNA sequences. Individual annealed sgRNA spacer with four overhangs (sense: 5′-CACC, antisense: 5′-AAAC) was subcloned into the BbsI site of the pX330 plasmid^51^. Subsequently, a transcriptional unit of each gRNA vector (consisting of a human U6 promoter, gRNA spacer and scaffold sequences) was inserted into SacII-to-XbaI sites of pX330-CRISPRi plasmid. The primers and gRNA sequences used to produce the constructs are listed in Supplementary Table 8. MERVL-targeting pX330-CRISPRi plasmid was microinjected into the male pronucleus of zygotes at a final concentration of 15 ng µl^−1^.

### smFISH and immunofluorescence analysis

Embryos were fixed using fixative solution (4% paraformaldehyde and 0.2% polyvinyl alcohol (PVA) in PBS) for 20 min at room temperature (RT) and then permeabilized with 0.5% TritonX-100 in PBS for 10 min at RT. For smFISH, embryos were washed once with Stellaris Wash Buffer A (Bioresearch Technologies) for 5 min at RT. FISH was then performed overnight at 37°C in Stellaris Hybridization Buffer (Bioresearch Technologies) containing 25 pmol of a 48-probe set (Quasar 670-labeled, Bioresearch Technologies) against MERVL RNA. The following day, embryos were washed once with Stellaris Wash Buffer A for 30 min at 37°C and then counterstained with DAPI (1 µg ml^−1^, Nacalai Tesque) for 30 min at 37°C. After washing with Stellaris Wash Buffer B (Bioresearch Technologies) for 5 min at RT, embryos were transferred to 10 µl drops of 0.2% PVA in PBS on a glass-bottomed dish covered by paraffin oil. The FISH probe sequences used in this study are listed in Supplementary Table 8. For immunofluorescence analysis, nonspecific immunoreaction was blocked by incubating embryos in 2% bovine serum albumin (BSA) in PBS for 1 h at RT. After blocking, whole-mount immunofluorescence analyses were conducted using the following primary antibodies: mouse anti-MERVL-Gag (1/5 dilution, kept in our lab), rabbit anti-OCT4 (1/100 dilution, ab181557, abcam), mouse anti-CDX2 (1/100 dilution, ab157524, abcam), mouse anti-E-Cadherin (1/100 dilution, 610182, BD Transduction Laboratories), rabbit anti-cleaved caspase-3 (1/200 dilution, 9661, CST) and rabbit anti-Phospho-S15-p53 (1/200 dilution, 9284, CST). Embryos were incubated overnight at 4°C with primary antibody. The following day, washed embryos three times with 0.5% BSA in PBS for 5 min each and then incubated with Alexa Fluor 488- and/or 568-conjugated anti-mouse and/or anti-rabbit immunoglobulin G secondary antibodies (1/500 dilution, Thermo Fisher Scientific) for 1 hr at RT. After washing three times with 0.5% BSA in PBS for 10 min each, the embryos were counterstained with DAPI (1 µg ml^−1^) for 30 min at RT and transferred to 10 µl drops of 0.2% PVA in PBS on a glass-bottomed dish covered by paraffin oil. smFISH and immunofluorescence images were obtained with a BZ-X810 fluorescence microscope (Keyence) or FV3000 confocal laser scanning microscope (Olympus) and processed with ImageJ (NIH)^52^.

### EU incorporation assay

The embryos microinjected with either scramble ASOs or MERVL ASOs, were cultured in KSOM for 24 hrs. On the next day, two-cell-stage embryos were transferred to new KSOM containing 1 mM EU (Click-iT RNA Alexa Fluor 488 Imaging Kit, Thermo Fisher Scientific) and cultured for 1 h at 37°C with 5% CO_2_. The EU-labeled embryos were immediately fixed and permeabilized as described above. Incorporated EU into newly synthesized RNA was detected using the Click-iT RNA Alexa Fluor 488 Imaging Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. In brief, the fixed embryos were treated with the Click-iT reaction cocktail containing Alexa Fluor 488 azide for 30 min at RT, and then washed once with Click-iT reaction rinse buffer. After washing once with 0.2% PVA in PBS, the embryos were counterstained with Hoechst 33342 (2 µg ml^−1^, Dojindo) for 30 min at RT and transferred to 10 µl drops of 0.2% PVA in PBS on a glass-bottomed dish covered by paraffin oil. Images of EU-labeled embryos were obtained with a FV3000 confocal laser scanning microscope (Olympus) and processed with ImageJ (NIH)^52^.

### Quantitative RT-PCR

Acidic Tyrode’s solution (Sigma) containing 0.2% PVA was used to remove the zona pellucida (ZP) from embryos before sample collection. Then, 30 ZP-free morula-stage embryos and nucleofected ESC^Dux^s were lysed in Lysis Solution (from SuperPrep II Cell Lysis & RT Kit, TOYOBO), directly. Genomic DNA elimination and reverse transcription were performed using the SuperPrep II Cell Lysis & RT Kit with random hexamers and oligo dT primers according to the manufacturer’s instructions. Real-time quantitative PCR was carried out using the following conditions: 95°C for 1 min, followed by 45 cycles each of 95°C for 15 s and 60°C for 1 min, on a Thermal Cycler Dice Real Time System III (TaKaRa) with Thunderbird SYBR qPCR Mix (TOYOBO) and specific primer sets (Supplementary Table 8). Relative gene expression was quantified with the ΔΔCT method and normalized to *Actb* or *Gapdh* expression.

### Western blotting

The cells were directly lysed in Laemmli SDS sample buffer (1×, 62.5 mM Tris-HCl (pH 6.8), 2% SDS, 10% glycerol, 5% β-mercaptoethanol and 0.02% bromophenol blue) and sonicate with Bioruptor at a high setting, for 10 cycles each of 30 s with 30 s intervals. Total proteins were denatured at 95°C for 5 min and separated by 10% SDS-PAGE. The proteins were then transferred onto a Protran Nitrocellulose Membranes (0.45 µm pore size, GE Healthcare) via Power Blotter-Semi-dry Transfer System (Thermo Fisher Scientific). The membrane was blocked with Bullet Blocking One for Western Blotting (Nacalai Tesque) for 10 min at RT with gently rocking before incubation with mouse anti-MERVL-Gag (1/5 dilution, kept in our lab) or mouse anti-β-tubulin (1/2,000 dilution, E7, Developmental Studies Hybridoma Bank) antibody in 1:20 diluted blocking buffer with 0.1% PBST at 4°C overnight. The following day, the membranes were then incubated with HRP-conjugated goat anti-mouse immunoglobulin G secondary antibody (1/10,000 dilution, #330, MBL Life Science) in 1:20 diluted blocking buffer with 0.1% PBST for 30 min at RT with gently rocking. After washing three times with 0.1% PBST for 10 min each, Blots were developed using ECL Western Blotting Detection Reagent (Sigma) and exposed onto X-ray film.

### RNA-seq

Preparation of total RNA-seq libraries was performed using SMART-seq Stranded Kit (Clontech), according to the manufacturer’s instructions. In brief, 30 ZP-free two-cell, four-cell and eight-cell stage embryos whose cleavage stages were visually confirmed under the microscope, were lysed in 1× Lysis Buffer containing RNase inhibitor (0.2 IU µl^−1^, from SMART-seq Stranded Kit, Clontech), directly. RNAs were randomly sheared by heating at 85°C for 8 min and subjected to reverse transcription with random hexamers and PCR amplification. Ribosomal fragments were depleted from each cDNA sample with scZapR and scR-Probes. Indexed total RNA-seq libraries were enriched through a second PCR amplification and sequenced using an Illumina HiSeqX sequencer (paired end, 150 bp). Two biological replicates were generated for each sample.

### miniATAC-seq

The protocol for miniATAC-seq library was adapted from a previous report with minor modifications^36^. Briefly, 30 ZP-free two-cell, four-cell and eight-cell stage embryos whose cleavage stages were visually confirmed under the microscope were lysed in 6 µl lysis buffer (10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_ and 0.5% NP-40) for 10 min on ice. After cell lysis, 2 µl ddH_2_O, 10 µl of 2× TD Buffer (from Nextera XT DNA Prep Kit, Illumina) and 2 µl of Tn5 Transposase (from Nextera XT DNA Prep Kit, Illumina) were added to the lysates, which were mixed by pipetting followed by incubation at 37°C for 30 min. To stop the transposase reaction, 5 µl of 0.5% SDS was added and incubated at RT for 5 min. After Tn5 tagmentation, 100 ng Carrier RNA (Yeast tRNA, Sigma) was added and then messed samples up to 130 µl with 1× TE Buffer (10 mM Tris-HCl (pH 8.0) and 1 mM EDTA). Tagmented DNA was purified by phenol-chloroform extraction and ethanol precipitation with 20 µg glycogen as carrier and dissolved in 20 µl ddH_2_O. Afterwards, PCR was performed to amplify and index libraries using the following conditions: 72°C for 5 min and 98°C for 30 s, followed by 18 cycles each of 98°C for 10 s, 63°C for 30 s and 72°C for 1 min, with NEBNext HiFi PCR Master Mix and specific index primer sets (Supplementary Table 8). Pooled miniATAC-seq libraries were sequenced using an Illumina HiSeqX sequencer (paired end, 150 bp). Two biological replicates were generated for each sample.

### RNA-seq and ATAC-seq data processing

Methods for RNA-seq analysis have been described previously^53^, In short, raw paired-end RNA-seq reads were aligned to indexed mouse genome (GRCm38/mm10) using STAR aligner version 2.5.3a^54^ with following options: --twopassMode Basic; --outSAMtype BAM SortedByCoordinate; --outFilterType BySJout; --outFilterMultimapNmax 1; --winAnchorMultimapNmax 50; --chimSegmentMin 12; --chimJunctionOverhangMin 8; --alignSJoverhangMin 8; --alignSJDBoverhangMin 10; --outFilterMismatchNmax 999; --outFilterMismatchNoverReadLmax 0.04; --alignSJstitchMismatchNmax 5 -1 5 5; --outSAMattrRGline ID:GRPundef; --alignIntronMin 20; --alignIntronMax 1000000; --alignMatesGapMax 1000000 for unique alignments. To quantify aligned reads on annotated genes (GENCODE vM25) and repetitive loci (originating from mm10.fa.out (RepeatMasker), best-match TE annotation defined previously^53^), we used the featureCounts function, which is part of the Subread package^55^. To detect differentially expressed genes and repetitive elements between control and MERVL-KD embryos, an output file of featureCounts was entered into the DESeq2 package (version 1.16.1)^56^; then, the program functions DESeqDataSetFromMatrix and DESeq were used to compare each gene’s expression level between two biological samples. Differentially expressed genes were identified through two criteria: (1) at least twofold change and (2) binominal tests (*P*adj < 0.05; *P* values were adjusted for multiple testing using the Benjamini–Hochberg method). To perform GO and ChEA analyses, we used the functional annotation clustering tool in Enrichr^57^. The annotated terms with *P* < 0.05 from a modified Fisher’s exact test were considered significant. To visualize read enrichments over representative genomic loci, TDF files were created from sorted BAM files using the IGVTools count function (Broad Institute)^58^. Figures of continuous tag counts over selected genomic intervals were created in the IGV browser (Broad Institute)^58^. To comprehensively evaluate the expression profiles across the entire transcribed regions (genic and intergenic region) in the genome, alignment file from STAR was entered into the groHMM package (version 1.24.0)^41^; then, program function detectTranscripts with default parameter settings was used for detection of TARs de novo based on a two-state hidden Markov model. TARs were further compartmentalized into aTARs and uTARs according to overlap with existing known annotations (in GENCODE vM25 and RepeatMasker) using subtract function from BEDTools (version 2.30.0)^48^. After quantification of aligned reads on uTARs, differentially expressed uTARs between control and MERVL-KD embryos were detected using DESeq2 package^56^ with the threshold of *P*adj < 0.01.

Raw paired-end ATAC-seq reads were filtered by TrimGalore (version 0.6.4, https://github.com/FelixKrueger/TrimGalore) with the default setting and aligned to indexed mouse genome (GRCm38/mm10) using bowtie2 (version 2.4.4)^59^ with the following options, -N 1; -L 25; --no-mixed; --no-discordant. Multiple aligned reads and PCR duplicates were removed using grep -v ‘XS:’ and MarkDuplicates function with REMOVE_DUPLICATES = true option, a part of Picard tools. Using SeqMonk (Babraham Bioinformatics), we calculated Pearson correlation coefficients between biological replicates. Peak calling for ATAC-seq data was performed using MACS2 (version 2.1.4)^60^ with default arguments; we used a cut-off of *P* ≤ 10^−2^. The average tag density plots were drawn using Ngsplot (version 2.47.1) and plotHeatmap program as implemented in deepTools (version 3.1.3)^61^. To visualize read enrichment over representative genomic loci, TDF files were created from sorted BAM files using the IGVTools count function (Broad Institute)^58^. Figures for continuous tag counts over selected genomic intervals were created in the IGV browser (Broad Institute)^58^. For *k*-means clustering of ATAC-seq peaks, we firstly generated a set of regions that were called peaks with MACS2 in at least one of the samples, by merging ATAC-seq peak regions of all biological replicates using the mergeBed function from BEDTools (version 2.30.0)^48^. Using this merged peak file and ATAC-seq data from control embryos, we ran *k*-means clustering analysis using computeMatrix and plotHeatmap program as implemented in deepTools (version 3.1.3)^61^ and determined that *k* = 5 was suitable for our data. To evaluate the functional annotation of each cluster, we used Genomic Region Enrichment of Annotation Tool (GREAT, version 4.0.4)^62^ and HOMER (version 4.9)^63^, which associates ATAC-seq peaks in each cluster with their genomic feature and ontology of their putative target genes adjacent to peaks.

### Statics and reproducibility

All statistical methods, sample sizes and *P* values for each plot are listed in the figure legends and/or in the corresponding Methods section. In brief, all grouped data are represented as mean ± s.e.m. All box plots are represented as follows: center lines, median; box edges, interquartile range (25 and 75 percentiles); whisker, 90% of the data points. Statistical significance for pairwise comparisons were determined using the two-sided unpaired *t*-tests, chi-square tests and Mann–Whitney *U*-tests with Bonferroni correction. All quantitative data are represented from three or more biological replicates. Fisher’s exact test and hypergeometric test were used for the detection of significantly enriched GO terms, genes, and loci compared with backgrounds. Differentially expressed genes, TEs and loci were determined in the DESeq2 package^56^. Next-generation sequencing data (total RNA-seq and miniATAC-seq) are based on two biological replicates. For all experiments, no statistical methods were used to predetermine sample size. Experiments were not randomized, and investigators were not blinded to allocation during experiments and outcome assessments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-023-01324-y.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Table 1 Alignment and quantification statistics in each NGS sample.

Supplementary Table 2 Transcript profiles of genes and repetitive elements for scrambled control and MERVL-KD embryos from total RNA-seq analysis.

Supplementary Table 3 List of DEGs between scrambled control and MERVL-KD embryos.

Supplementary Table 4 List of DEGs between GFPi control and MERVLi embryos.

Supplementary Table 5 List of locations of ATAC-seq peaks in each cluster and their biological features.

Supplementary Table 6 List of locations of uTARs from total RNA-seq in scrambled control and MERVL-KD two-cell embryos.

Supplementary Table 7 List of DE uTARs between scrambled control and MERVL-KD two-cell embryos.

Supplementary Table 8 List of sequence information used in this study.

## Data Availability

The total RNA-seq and miniATAC-seq data in embryos upon MERVL-KD, MERVLi and their respective controls are deposited in the Gene Expression Omnibus under accession code GSE196520. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical Source Data
Source Data Fig. 2 Statistical Source Data
Source Data Fig. 3 Statistical Source Data
Source Data Fig. 4 Statistical Source Data
Source Data Fig. 5 Statistical Source Data
Source Data Fig. 6 Statistical Source Data
Source Data Extended Data Fig. 1 Statistical Source Data
Source Data Extended Data Fig. 1h Unprocessed western Blots
Source Data Extended Data Fig. 2 Statistical Source Data
Source Data Extended Data Fig. 3 Statistical Source Data
Source Data Extended Data Fig. 4 Statistical Source Data
Source Data Extended Data Fig. 5 Statistical Source Data
Source Data Extended Data Fig. 6 Statistical Source Data

How the deposited data were processed for this re-analysis (not part of the article)

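Total RNA-seq libraries of control and MERVL-KD mouse embryos were analysed, 2 of each at the 2-cell, 4-cell and 8-cell stages. The ATAC-seq libraries, the MERVLi libraries and the imaging and qPCR data were not analysed here. The embryos came from B6D2F1 mice, whose genome differs from the reference strain.

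The authors aligned the reads with STAR to the mouse genome build GRCm38, kept unique alignments, counted them per GENCODE gene and per RepeatMasker family with featureCounts and deposited the raw counts without normalization. The deposited counts hold 56326 names per library, of genes and repeat families, and 0 names that stand for neither. Totals ranged from 28167085 to 41482526 counts per library. The counts carry no molecular identifiers, so their precision covers counting error only. Most low counts are even, so both mates of a read pair were mostly counted as separate reads, although the paper's text does not name this. Counts therefore overstate the number of independent fragments, and counting error is larger than the counts alone imply. The simulated counts below do not model this. The gene Gm23935 took from 3.23% to 5.53% of the gene counts of a library.

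From the counts, log2 fold changes with standard errors were computed stage by stage with edgeR 4.0.16 in R 4.3.3, using filterByExpr, TMM normalization and the robust quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method over all tested genes and repeat families. Genes were called at an adjusted p under 0.05 and at least 2-fold change. Repeat families stayed in the fit and were counted apart from genes. A fold change against a group whose libraries all hold 3 counts or fewer is given as a bound. With a library left out, fold changes used a prior count of 0.125 and no test, since a group then holds a single library. Gene lists were tested with camera from limma 3.58.1 at a correlation of 0.01 against all tested genes, beside fry and camera with an estimated correlation. Differences between stages were tested as interaction contrasts in one edgeR fit of the 12 libraries. The reported direction of a list is that of its median.

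The designs, the alternatives and the lists of p53 targets, 2-cell markers and interferon-stimulated genes were set before the data were examined. The named genes are, at each stage, the 3 genes with the smallest adjusted p in each direction that changed the same way in both replicate-numbered pairs, the genes of the paper's Fig. 2e and Fig. 4i, Zscan4c, Duxf3 and Trp53, and the called members of the hand-written lists. The lists hold 37 p53 targets, 35 markers of the 2-cell stage, 32 interferon-stimulated genes and the 6 lineage genes of Fig. 2e. Another 77 genes are the hosts of chimeric transcripts in the source data of Extended Data Fig. 5c. Lists of genes that fell or rose in MERVLi embryos come from the paper's Supplementary Table 4. Alternatives were DESeq2 1.42.0, DESeq2's size factors, library size alone, filters on at least 1 count and on at least 10 counts in every library, the replicate number as a block, all 12 libraries in one fit, a non-robust fit, no fold threshold, genes above 1% of the counts left out, and each library left out in turn. Counts halved and rounded up, so that a read pair counts once, were an alternative added after the data had been examined.

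Sites of the 3 MERVL ASOs and of the scrambled ASO, with sequences from the paper's Supplementary Table 8, were sought in GRCm38 on both strands with up to 4 mismatches. MERVL regions were located with BLAST 2.17.0 from one targeted copy. Shares of genes were compared with two-sided Fisher's exact tests in SciPy 1.17.1, adjusted together by the Benjamini-Hochberg method over 37 tests. The test of orientation of neighbouring genes was first run with the paper's list of copies, which is held in part, and then rerun with the copies of the own scan after that first value had been seen.

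The method was tested on simulated counts with 200 changed genes. At the 2-cell, 4-cell and 8-cell stages 198, 164 and 189 of them were called, together with 6, 6 and 7 unchanged genes. The changed genes were drawn from genes without low counts, and all their changes were well above 2-fold. All simulated genes of a stage had the same dispersion. These recovered numbers therefore do not give the sensitivity for low counts or for changes near 2-fold. The interaction contrast of the 4-cell against the 2-cell stage found 286 of 398 genes changed at one stage (71.9%) and 22 unchanged genes. The other contrasts between stages have no simulated value.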

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

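All tests of explanations in this part were chosen only after the differences between stages had been seen. The camera p of an alternative is from limma and not adjusted. Every result here is a difference between stages in the effect of MERVL-KD, tested as an interaction contrast in edgeR with Benjamini-Hochberg adjustment, or with camera for a list.

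The effect of MERVL-KD differed between the 4-cell and the 2-cell stage for 999 of 24040 genes, between the 8-cell and the 2-cell stage for 968 and between the 8-cell and the 4-cell stage for 150. Of the 999 genes, 60.5% were more positive at the 4-cell stage. With library size alone in place of TMM, 15.0% of 1500 such genes were more positive. A factor per library moves all genes alike, so this shift follows from the choice of scaling, and whether scaling or biology sets the balance of directions cannot be told apart. The share was 61.9% with DESeq2 and 45.6% over genes with at least 10 counts in every library. At the 8-cell against the 2-cell stage it was 59.4% with TMM and 22.7% with library size alone, and at the 8-cell against the 4-cell stage 44.0% and 57.4%. Shared genes between these settings were not counted.

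The p53 targets rose more at the 4-cell than at the 2-cell stage, by a median of 0.39 on the log2 scale over 36 genes, 25 of them more positive (camera adjusted p = 1.37e-05, fry 0.018). They rose less at the 8-cell than at the 4-cell stage, by a median difference of −0.44 (camera adjusted p = 2.22e-11, fry 0.0136). The first difference had a camera p of 0.000526 with library size alone, with a median of 0.079 against −0.25 for all genes, and of 5.57e-05 over genes with at least 10 counts in every library. The other had a camera p of 1.71e-11 with library size alone and of 2.01e-11 with that filter. A factor per library moves all genes alike and does not set a list apart from them, and the values with the filter argue against low counts as the whole cause. A change of the p53 response with stage may account for the pattern, as a hypothesis found and tested on the same data.

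The markers of the 2-cell stage were lower at the 2-cell stage relative to the later stages, with a median difference of 0.66 at the 4-cell stage (camera adjusted p = 1.53e-05, fry 0.0305) and of 0.81 at the 8-cell stage (camera adjusted p = 4e-05, fry 0.0305). Library size alone gave a camera p of 7.3e-06 and of 1.54e-05 for the differences. The difference at the 8-cell stage had a camera p of 0.000695 with at least 10 counts in every library. Over the 8 markers outside families of near-identical copies its camera p was 0.000486. For the 4-cell stage those 8 markers gave a camera p of 0.15, and reads shared between copies cannot be told apart from a change of expression there, since few markers remain. For the 8-cell stage these values argue against low counts and shared reads as the whole cause, and scaling does not set a list apart from other genes. A fall of marker expression that is stronger at the 2-cell stage may explain it, as a hypothesis.

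The interferon-stimulated genes were relatively lower at the 8-cell than at the 2-cell stage, by −0.98 over 24 genes (camera adjusted p = 0.00146, fry 0.0373), with 9 of them more positive. The camera p was 0.00454 with library size alone and 0.00398 over the 10 genes with at least 10 counts in every library. Against the 4-cell stage the difference was −0.43 and did not pass under fry (camera adjusted p = 0.039, fry 0.147). Over the genes with at least 10 counts in every library its camera p was 0.13, and 0.07 with counts halved, so low counts stay open as a possible explanation there.

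MT2_Mm fell less at the 8-cell than at the 2-cell stage, by a difference of 1.58 on the log2 scale (edgeR adjusted p = 3.64e-07). The difference passed with library size alone (edgeR adjusted p = 1.61e-06), which argues against scaling as the whole cause. MERVL-int showed no such difference (0.40, edgeR adjusted p = 0.428). A part of the MT2_Mm counts that does not come from full-length MERVL may explain why the 2 differ, and this was not tested.

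Of the named genes, 24 differed between stages in their effect, each given with its most significant contrast. Relative to the 2-cell stage, the effect at the 4-cell stage was more positive for Ccng1 (1.16), Gm44660 (2.14), Perp (3.94), Plk2 (1.58), Trp53inp1 (0.90), Sulf2 (1.51), Abhd4 (2.24) and Ppm1d (1.85) and more negative for Tead4 (−1.11) and Irf7 (−2.18). Relative to the 2-cell stage, the effect at the 8-cell stage was more positive for Gm48754 (2.17), Tdpoz2 (1.02) and Zfp750 (1.90). It was more negative for Lat (−3.68), Iars (−1.63), Csnk2a1 (−1.88), Pou5f1 (−0.54), Cdkn1a (−1.02), Plk3 (−1.96), Tnfrsf10b (−1.85), Irf9 (−1.51) and Dhx58 (−3.05). Phlda3 had no count in the control 2-cell libraries, so its fitted difference of −7.42 depends on the model's handling of zeros and has no size to interpret. Gm42047 was more negative at the 8-cell than at the 4-cell stage (−1.79). With library size alone 3 of the 24 genes no longer passed and 21 did, so scaling is not the whole cause of this group. With the replicate number as a block, Pou5f1 no longer passed (edgeR adjusted p = 0.0747) and 23 genes did. No biological explanation was tested for single genes.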

How the results depend on the processing

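All alternatives but one were listed in advance. Halved counts, in which a read pair counts once, were chosen after seeing the data. They called 1409, 993 and 338 genes at the 3 stages, of which 1279, 868 and 304 were called with all counts. They moved the distance median from 100 to 500 kb to 0.0064, and Sp110 at the 4-cell stage lost its call. No fit with a library left out carries a test.

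Calls of genes moved most with the fold threshold, without which 2904, 2125 and 932 genes were called at the 2-cell, 4-cell and 8-cell stages. At the 8-cell stage, testing all genes with at least 1 count called 496. With library size alone 85.3% of the 2004 genes called at the 2-cell stage were higher, against 66.1% with TMM, and at the 8-cell stage 56.0% against 37.7%. Among genes with at least 1 count the share higher at the 8-cell stage was 52.6%. With all 12 libraries in one fit, 55.7% of 909 genes at the 2-cell stage were higher. Library size alone shifted the median of all genes by 0.30 at the 2-cell and 0.13 at the 8-cell stage, and the cause was not tested.

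Under fry or an estimated correlation, the medians stay and only the test changes. Under both, the 2-cell markers (−0.54), the interferon-stimulated genes (0.38) and the genes that rose in MERVLi embryos (0.24) at the 2-cell stage and the lineage genes at the 8-cell stage (−0.44) no longer passed. Under the estimated correlation alone, the p53 targets at the 4-cell stage (1.08), the chimeric hosts (−0.41) and the genes that fell in MERVLi embryos at the 2-cell stage (−0.36) no longer passed.

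Library size alone reversed the median to 0.013 for interferon-stimulated genes at the 8-cell stage, to 0.041 for genes falling from the 2-cell to the 8-cell stage in 4-cell embryos and to 0.11 for genes rising from the 2-cell to the 4-cell stage in 8-cell embryos. The log2 fold changes reversed to 0.22 for Pou5f1 and 0.22 for Nanog at the 2-cell stage and to 0.095 for Duxf3 and 0.024 for Tead4 at the 8-cell stage, and MT2_Mm stood at −0.90 at the 8-cell stage. The distance medians were 0.055, 0.036, 0.058, 0.34, 0.30, 0.30 and 0.31 from overlapping to 500 kb, against the shift of 0.30. In one fit of 12 libraries Tfap2c at the 2-cell stage reversed to −0.047. None of these reversed results passed its test under TMM or under the setting that reversed it. The reversals with library size alone follow the upward shift of all genes under that scaling. The cause of the shift, and of the reversal of Tfap2c, was not tested.

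The replicate numbers do not pair the libraries, since deviations of same-numbered libraries correlate at −0.0166, 0.00708 and 0.0126. With the number as a block, 1321, 806 and 409 genes were called at the 3 stages, interferon-stimulated genes at the 4-cell stage had a median of −0.013 and Sox2 at the 8-cell stage was at −0.13. Of the stage differences, 96 genes differed between the 8-cell and 4-cell stages with the block and 446 with DESeq2, against 150. Between the 4-cell and 2-cell stages 1500 differed with library size alone and 1573 with DESeq2. Without the fold threshold 449 genes of the clustering passed. Among single genes, the other settings gave 20 weaker, 4 stronger, 6 reversed and 606 same values. Leaving out a library gave 16 values labelled as moved, but the other 420 were not all stable. With each library left out in turn, Nanog at the 2-cell stage ranged from −0.62 to 0.62 and Duxf3 from −1.08 to −0.070. Tead4 at the 8-cell stage ranged from −0.23 to 0.034.

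Across the fits that each left out one library, the p53 targets ranged from 0.30 to 0.38 at the 2-cell and from 0.40 to 0.50 at the 8-cell stage. The 2-cell markers ranged from −0.041 to 0.35 at the 4-cell and from −0.14 to 0.12 at the 8-cell stage. Interferon-stimulated genes at the 4-cell stage ranged from −0.13 to 0.26 and lineage genes from −0.65 to −0.42. Falling genes at the 4-cell stage ranged from −0.096 to 0.053 and rising genes at the 8-cell stage from −0.054 to −0.0029. The genes that rose in MERVLi embryos ranged from 0.17 to 0.32, 0.42 to 0.52 and 0.46 to 0.59 over the stages. Those that fell ranged from −0.51 to −0.45 at the 4-cell and from −0.57 to −0.46 at the 8-cell stage. Distance medians ranged from −0.027 to 0.051 at 20 to 50 kb, from −0.037 to 0.018 at 50 to 100 kb and from 0.0010 to 0.041 at 100 to 500 kb. With only 2 libraries per group, these ranges describe the libraries held.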

Differences from the paper's values

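The paper's source data of Fig. 4f give 566 genes higher at the 2-cell stage, and 900 were called here. Of the alternatives set before the data were examined, DESeq2, the tool the paper's methods name, gave 650, all 12 libraries in one fit gave 506 and at least 10 counts in every library gave 706, each within 1.5 times the paper's number, and the remaining ones did not close the gap.

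The paper's table of uniquely aligned reads gives 17442455 for its smallest library, and the smallest sum of the deposited counts is 28167085. For the largest library the paper gives 25590436 and the deposited counts sum to 41482526. Counts halved, in which a read pair counts once, bear on these sums, but halved sums were not set beside the paper's table. The paper's number of reads after trimming, from 28665924 to 42117777, lies within 1.5 times of the sums that were not halved. The deposited counts are mostly even where they are low, so they mostly count both mates of a read pair, and the paper's text does not name whether its table counts pairs or mates.

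For the 72 log2 fold changes of named genes in the paper's Supplementary Table 3, none differed from those computed here by more than the larger standard error, and with DESeq2 the largest gap was 0.0. The copy of that table held here lists 941, 743 and 285 genes, where the paper's text gives 938, 745 and 277 genes. Its repeat families, 12, 16 and 9 at the 3 stages, were counted apart. The source data held for the clustering list 1431 genes, against about 1800 2-cell genes in Fig. 4h, read by eye. The targeted MERVL copies held here number 666 against the paper's 669.

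The paper states that MERVL and close relatives alone fell among repeats, whereas MTA_Mm-int (log2 fold change −1.73 at the 4-cell stage), ORR1A0-int (−1.77) and SRV_MM-int (−1.06) also fell here. The paper states from hierarchical clustering that most 2-cell genes were dysregulated at some stage. Of the tested genes of the list held in part, edgeR called 15.8% here, or 34.4% without the fold threshold. Clustering and calls are unlike measures, so these shares do not test the paper's statement. The paper reports no significant differences for genes next to MERVL. Called lower here were 10.7% of the genes that overlap a copy, 19.4% of those within 5 kb and 13.7% of those from 5 to 10 kb, against 2.05% of those farther than 500 kb.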

Other observations

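Among the tests in this part, those of the interferon-stimulated genes at the 4-cell and 8-cell stages, of the MERVLi genes at the 4-cell and 8-cell stages taken alone, of the strand of the copy, of near-matching sites as the cause of most calls and of the neighbours with host genes left out were chosen only after the result was seen.

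The genes that carry a targeted MERVL copy in their transcribed strand fell more often than those that carry one in the opposite strand alone. Called lower were 49 of 149 against 7 of 128 genes at the 2-cell stage (Fisher's exact test, two-sided, p = 4.17e-09), 59 of 141 against 8 of 124 at the 4-cell stage (p = 6.28e-12) and 48 of 135 against 4 of 106 at the 8-cell stage (p = 3.69e-10, Fisher's exact test). A loss of some activity of the copy that does not depend on its strand would not give this. Reads of the copy itself counted on the gene are not the whole cause either, since among genes whose exons overlap no MERVL region the difference remained (Fisher's exact p = 7.25e-05, 2.09e-07 and 8.77e-07). Genes with MERVL in the transcribed strand but no ASO site were called lower in 4 of 137, 3 of 132 and 2 of 122 cases. Against the genes with a site, Fisher's exact p was 5.47e-12, 7.07e-17 and 1.35e-13. MERVL in the transcribed strand is thus not sufficient for the fall. The genome scan found 630 MERVL regions of at least 5 kb and 627 targeted copies of that length. Copies without a site are therefore mostly shorter, and an effect of the ASO site cannot be told apart from one of copy length here. A candidate explanation is that the ASOs degrade nascent transcripts of the hosts. Genes with a copy in the transcribed strand also fell more often in the paper's MERVLi embryos, which received no ASO, at the 2-cell stage (46 of 149 against 14 of 128, Fisher's exact p = 6.37e-05) and at the 4-cell stage (69 of 141 against 21 of 124, p = 3.35e-08, Fisher's exact test), and not clearly at the 8-cell stage (p = 0.101, Fisher's exact test). Of the 49, 59 and 48 hosts called lower in MERVL-KD embryos at the 3 stages, 31, 50 and 26 fell in MERVLi embryos. The MERVLi result is in line with an effect of losing MERVL transcription rather than of the ASOs alone, and both may act. Transcripts of the host that start in the copy stay open. The 48 hosts called lower at the 8-cell stage changed by a median of −2.30 on the log2 scale from the control 2-cell to the control 8-cell libraries, near MERVL-int at −2.49, but the 26 with exons free of MERVL changed by −1.26. These hosts make up 10.6%, 15.9% and 24.6% of the genes called lower at the 3 stages. In Csnk2a1 an exact site of MERVL-ASO1 (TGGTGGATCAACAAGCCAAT in the paper's Supplementary Table 8) lies in an intron on chromosome 2 of GRCm38 from 152263922 to 152263941.

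Near-matching sites of the MERVL ASOs, with up to 3 mismatches, were sought in other transcripts. Called lower were 4 of 56 genes with such a site in the transcribed strand against 2 of 69 with one in the opposite strand alone at the 2-cell stage (Fisher's exact p = 0.407), 4 of 52 against 0 of 68 at the 4-cell stage (p = 0.033, 0.0611 adjusted by Benjamini-Hochberg over 37 tests, Fisher's exact test) and 3 of 51 against 0 of 58 at the 8-cell stage (p = 0.0992, Fisher's exact test). With hosts of targeted copies left out, the value at the 4-cell stage was 0.0746 by Fisher's exact test. So few genes carry such sites that an effect on some of them cannot be told apart from chance. With up to 4 mismatches the shares did not differ detectably at any stage, with 30 of 879 against 16 of 795 genes at the 2-cell stage (Fisher's exact p = 0.099), 35 of 841 against 24 of 751 at the 4-cell stage (p = 0.353, Fisher's exact test) and 13 of 788 against 10 of 696 at the 8-cell stage (p = 0.835, Fisher's exact test). The genes with up to 3 mismatches are 0.866%, 1.08% and 1.54% of those called lower at the 3 stages, and those with up to 4 are 6.49%, 9.41% and 6.67%, too small a share to be the cause of most calls. Of the genes called higher, 0 carry a site of the scrambled ASO with up to 3 mismatches in their transcribed strand at any of the 3 stages, and 2 carry one in the opposite strand alone, both at the 2-cell stage (Fisher's exact p = 0.515, 1 and 1). Loss of transcripts in the controls through such sites would not explain those calls. The genome holds 699 exact sites of MERVL-ASO1 and 630 of MERVL-ASO3 in MERVL, and no exact site but 322 sites with 1 mismatch of MERVL-ASO2.

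Annotated genes close to MERVL were lower in MERVL-KD 2-cell embryos, in keeping with an effect in cis, with a median log2 fold change of −0.25 within 5 kb against differences of 0.02 and −0.02 between replicates. Using 627 targeted copies of at least 5 kb found by scanning the genome, 80 of 441 genes within 10 kb were called lower. Hosts of copies in the transcribed strand are not the whole cause. Without them 42 of 323 genes within 10 kb were called lower against 371 of 20132 farther away (Fisher's exact p = 5.35e-22), and 13 of 107 of those that overlap a copy (Fisher's exact p = 1.22e-07). Transcripts that run from the copy into the neighbour may explain the rest. Of genes beyond the copy and within 10 kb, 17 of 87 on the strand of the copy and downstream of it were called lower against 12 of 129 in other orientations (Fisher's exact p = 0.0411). This value did not pass adjustment (0.0724, Benjamini-Hochberg over 37 tests) and was obtained with other copies than a first run of the same test, so the explanation stays open.

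An immune response to the oligonucleotides would act on the interferon-stimulated genes. The control embryos received a scrambled ASO, so a response to any oligonucleotide would be shared and would not show in this comparison. The paper addressed such effects by injecting sense oligonucleotides. The interferon-stimulated genes had a median log2 fold change of 0.38 at the 2-cell stage over 20 tested genes, 14 of them higher (camera adjusted p = 0.00994). Under fry they did not pass (adjusted p = 0.0974, with a range of 0.0022 to 0.179 over all alternatives), so a response could neither be shown nor set aside. The median was 0.24 without MERVL-KD replicate 1 and 0.55 without MERVL-KD replicate 2. Isg15, Irf7, Irf9, Dhx58 and Eif2ak2 were called higher, of which Isg15 (1.83) and Eif2ak2 (2.07) were not called in one fit of 12 libraries. In 4-cell embryos the median was 0.09 (camera adjusted p = 0.751), or −0.13 without MERVL-KD replicate 2, and Parp14 alone was called (1.12). Parp14 lost its call with the replicate number as a block (1.11). With a library left out it was as low as 0.72, short of 2-fold. In 8-cell embryos the median of the list was −0.12, or 0.013 with library size alone where all genes shifted by 0.13, with 4 of 15 genes higher (camera adjusted p = 0.287). It was −0.27 without MERVL-KD replicate 1 and 0.026 without control replicate 2, so a response stays open at both later stages. An adjusted p under 0.05 was reached by 5, 1 and 0 genes over all genes and by 5, 0 and 0 adjusted over the list alone.

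The genes that change along the control time course went both ways, which cannot be told apart from the absence of a delay. Genes falling from the 2-cell stage on gave a camera adjusted p of 0.197 in 4-cell and of 0.992 in 8-cell embryos.

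The paper reports 77 genes with chimeric transcripts joined to MT2_Mm and states that the overall level of these transcripts did not change in MERVL-KD embryos. Gene counts, another measure, were lower for these hosts in MERVL-KD 2-cell embryos, with a median log2 fold change of −0.41 over 76 genes, 59 of them lower (camera adjusted p = 1.64e-18, fry 0.0224, and up to 0.071 over all alternatives). An adjusted p under 0.05 was reached by 40 genes over all genes and by 46 adjusted over the list alone. The study found these hosts in the same libraries, so the list is not independent evidence. With library size alone the median was −0.12, where that of all genes was 0.30. Gene counts do not separate transcripts that start at MT2_Mm from others of the same gene, so a loss of the former cannot be told apart from other causes here.

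The 6 lineage genes that the paper measured in morulae had a median log2 fold change of −0.44 in 8-cell embryos (camera adjusted p = 0.00199), which did not pass under fry (adjusted p = 0.0558, with a range of 0.00191 to 0.167 over all alternatives). Pou5f1 (−0.68, edgeR adjusted p = 0.00116) and Nanog (−0.65, edgeR adjusted p = 0.0312) were lower by less than 2-fold. An adjusted p under 0.05 was reached by 2 genes over all genes and by 4 adjusted over the list alone. Whether the lineage genes are lower at this stage may not be decided from these libraries.

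Genes that the paper reports to change in MERVLi embryos changed in the same direction in MERVL-KD embryos. In 4-cell embryos the median log2 fold change was 0.46 for genes that rose and −0.46 for genes that fell, and at the 8-cell stage 0.50 and −0.54, and these passed under fry (largest adjusted p = 0.0165 at each stage). In 2-cell embryos the genes that fell had a median of −0.36, or −0.075 with library size alone where that of all genes was 0.30, but those that rose, at 0.24, or 0.52 with library size alone, passed under camera (adjusted p = 2.53e-05) and not under fry (0.0878, with a range of 1.07e-08 to 0.252 over all alternatives). A change shared by both ways of lowering MERVL is consistent with the values at the 4-cell and 8-cell stages.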
